# Transcriptome Analysis on Single Small Yellow Follicles Reveals That *Wnt4* Is Involved in Chicken Follicle Selection

**DOI:** 10.3389/fendo.2017.00317

**Published:** 2017-11-15

**Authors:** Yiya Wang, Qiuyue Chen, Zemin Liu, Xiaoli Guo, Yanzhi Du, Zhenjie Yuan, Miao Guo, Li Kang, Yi Sun, Yunliang Jiang

**Keywords:** chicken, follicle selection, follicle-stimulating hormone, granulosa cells, *Wnt4*

## Abstract

Ovarian follicle selection is an important process impacting the laying performance and fecundity of hens, and is regulated by follicle-stimulating hormone (FSH) through binding to its receptor [follicle-stimulating hormone receptor (FSHR)]. In laying hens, the small yellow follicle (6–8 mm in diameter) with the highest expression of FSHR will be recruited into the preovulatory hierarchy during ovarian follicle development. The study of molecular mechanism of chicken follicle selection is helpful for the identification of genes underlying egg-laying traits in chicken and other poultry species. Herein, the transcriptomes of chicken small yellow follicles differing in the mRNA expression of *FSHR* were compared, and a total of 17,993 genes were identified in 3 pairs of small yellow follicles. The Wnt signaling pathway was significantly enriched in the follicles with the greatest fold change in *FSHR* expression. In this pathway, the expression level of *Wnt4* mRNA was significantly upregulated with a log_2_(fold change) of 2.12. We further investigated the expression, function, and regulation of *Wnt4* during chicken follicle selection and found that *Wnt4* mRNA reached its peak in small yellow follicles; *Wnt4* stimulated the proliferation of follicular granulosa cells (GCs), increased the expression of *StAR* and *CYP11A1* mRNA in prehierarchical and hierarchical follicles, increased the expression of *FSHR* mRNA, and decreased the expression of anti-Müllerian hormone and *OCLN* mRNA. Treatment with FSH significantly increased *Wnt4* expression in GCs. Moreover, *Wnt4* facilitated the effects of FSH on the production of progesterone (P4) and the mRNA expression of steroidogenic enzyme genes in the GCs of hierarchical follicles, but inhibited the effects of FSH in the GCs of prehierarchical follicles. Collectively, these data suggest that *Wnt4* plays an important role in chicken follicle selection by stimulating GC proliferation and steroidogenesis. This study provides a theoretical basis for improving the egg-laying performance of chicken and a reference for the elucidation of the molecular mechanism of follicular selection in mammals.

## Introduction

The chicken ovary is a dynamic organ and a key component of the female reproductive system. Follicles of various sizes exist in the sexually mature chicken ovary and these can be broadly divided into prehierarchical follicles and hierarchical follicles (F1–F5) (1). During the laying period, follicles will be recruited into the preovulatory hierarchy from a cohort of small yellow follicles of 6–8 mm in diameter approximately once a day, a process termed follicle selection. The selected follicle will undergo rapid development from an F5 follicle to an F1 follicle until ovulation (2). This process is regulated by the hypothalamic–pituitary axis and the paracrine and autocrine factors from ovarian follicles (3). It is estimated that there are approximately 12,000 oocytes in a sexually mature hen, but only a few hundred of them are selected to mature and reach the ovulation stage (4); most small yellow follicles are not selected and undergo atresia (5, 6).

Follicle selection is indispensable in the reproductive process in female chickens, the hallmark of which is the proliferation and differentiation of granulosa cells (GCs). Several factors regulating the proliferation and differentiation of GCs have been reported, most of which belong to the transforming growth factor superfamily, for instance the group of bone morphogenetic proteins (BMPs) (7–9). In addition, anti-Müllerian hormone (*AMH*) could decrease follicle-stimulating hormone (FSH) sensitivity and regulate follicle selection in mouse GCs (10), is highly expressed in chicken small follicles, prior to follicle selection (11). Occludin (*OCLN)* is expressed in GCs and affects the process of yolk transport around the time of chicken follicle selection (12). In chicken follicular GCs, the expression of steroidogenic acute regulatory protein (*StAR*) and cytochrome P450 family 11 subfamily A member 1 (*CYP11A1)* is prerequisite for progesterone synthesis, and is related to follicle selection (13). Among the multiple small yellow follicles isolated from a single chicken ovary, one typically exhibits a higher expression level of follicle-stimulating hormone receptor (FSHR) compared to the other follicles (14) and thereby acquires responsiveness to FSH, resulting in the proliferation and differentiation of GCs. Other inhibitory or non-activated signals in the prehierarchical follicles of laying hens may also exist to prevent GCs from responding to FSH. However, the signal(s) that initiate FSH responsiveness within the selected follicles and the factors that trigger the differentiation of GCs in the process of follicle selection have not been clearly characterized.

Members of the Wnt family are secreted glycoproteins that were recently identified as regulators of ovarian function, acting as signaling molecules to modulate follicular responses to gonadotropins. Wnt proteins may act through β-catenin-dependent or β-catenin-independent pathways and their abnormal expression and activation may cause tumors (15–17). The β-catenin-dependent pathway is involved in the regulation of cell proliferation, cell fate determination, and embryonic induction (18, 19). Wnt signaling pathways are critical for ovarian development and essential for normal follicle development (20). The number of oocytes was found to be decreased in *Wnt4* (Wnt family member 4)-null female mice (21). *Wnt4* regulates the vascular boundary of the ovary in mice by regulating follistatin and maintains the survival of germ cells (22), and *Wnt4* conditional knockout mice displayed low fertility and blocked antral follicle development (20). In rodents, *Wnt4* was found to be specifically expressed in the follicular GCs and corpora lutea, and its expression level could be regulated by an ovulatory dose of hCG (21). In chickens, *Wnt4* was found to be highly expressed in the shell gland and isthmus of the oviduct and regulated by estrogen (23), but its role in follicular selection was not investigated.

To uncover the molecular mechanisms of follicle selection in hens, we identified the differentially expressed genes (DEGs) in small yellow follicles differing in *FSHR* expression by using Illumina RNA deep sequencing. A total of 1,999 DEGs were identified from the RNA-seq data. Among them, the mRNA expression level of *Wnt4* increased along with the upregulation of *FSHR* mRNA. Given the important role of FSH signaling in follicle selection, we hypothesized that the expression of *Wnt4* is likely regulated by FSH and *Wnt4* plays some roles in this process. In this study, we analyzed the expression dynamics of *Wnt4* in different-sized follicles, its effect on GC proliferation and differentiation and the effect of FSH on its expression in GCs of prehierarchical and hierarchical follicles. These results may help us to further understand the molecular mechanisms of follicle selection in hens.

## Materials and Methods

### Animals and Samples

Several sexually mature (30 weeks old) Jining Bairi hens, an indigenous chicken breed that is well known for early sexual maturity at around 100 days, were randomly selected from the local research farm affiliated with Shandong Agricultural University. All chickens had free access to water and feed. The chickens were housed in separate cages with a daily light period of 14 h and the laying events were monitored to determine the regular laying sequence. Three hens in the middle of a laying sequence were sacrificed by decapitation immediately after oviposition. All of the small yellow follicles (6–8 mm in diameter) were collected and stored in liquid nitrogen for RNA isolation. All of the animal experiments were approved by the Institutional Animal Care and Use Ethics Committee of Shandong Agricultural University and performed in accordance with the “Guidelines for Experimental Animals” of the Ministry of Science and Technology of China.

### RNA Isolation and RNA-Seq Library Preparation

Total RNA was extracted from all of the small yellow follicles (6–8 mm) using TRIzol reagent (Invitrogen) according to the manufacturer’s instructions. RNA purification, cDNA synthesis, and RNA-seq were performed at Biomarker Technologies Co., Ltd. (Beijing, China). Enrichment of eukaryotic mRNA was performed using a NEBNext Poly(A) mRNA Magnetic Isolation Module (NEB, E7490), and the rRNA and concentrated prokaryotic mRNA were removed using a MICROBExpress Bacterial mRNA Enrichment Kit (Invitrogen, AM1905). mRNA was used as a template to construct the library. The qualified library was clustered on an Illumina cBot and finally sequenced using an Illumina HiSeq 2500. Prior to analysis, the low-quality reads and rRNA sequences were removed, and the clean reads were mapped to the chicken genome. The structure and expression of DEGs were analyzed and the functional annotation of the genes was accomplished by comparison with the reference genome: *Gallus gallus* (assembly Gallus_gallus-5.0).

### Protein–Protein Interaction (PPI) Networks

Protein–protein interaction networks were constructed based on the information from STRING version 10.0, which permits the critical assessment and integration of PPIs, including both direct (physical) and indirect (functional) associations. Credible interactions (combined_score ≥0.4) were accepted for further network analysis using CytoScape.

### Cell Culture

The hierarchical follicles and all of the small yellow follicles were isolated from egg-laying hens and placed in phosphate-buffered saline (PBS). The small yellow follicles were treated with 0.1% collagenase II (MP Biomedicals, Santa Ana, CA, USA) at 37°C for 10 min to obtain the GCs. The yolks of the follicles were removed carefully with ophthalmic forceps and the GCs were isolated from the hierarchical follicles and then dispersed by treatment with 0.25% trypsin–EDTA (Gibco) at 37°C for 15 min with gentle oscillation in a centrifuge tube. After centrifugation, the GCs were suspended in culture medium (M199 with 10% fetal bovine serum and 1% penicillin/streptomycin), and subsequently seeded in 24-well culture plates at a density of 1 × 10^5^/well. The number of cells was detected using Trypan blue. Cells were cultured at 38°C in an atmosphere of water-saturated 5% CO_2_ for 24 h.

### Plasmid Construction and Cell Transfection

The coding DNA sequence region of *Wnt4* was cloned from chicken cDNA by PCR. The amplified fragment spanned the region between the transcription initiation site and the termination codon. PCR products were cloned into the pUSEamp vector (Millipore) to generate the overexpression plasmid. All of the primers are listed in Table S1 in Supplementary Material. The shRNA of *Wnt4* was synthesized by Shanghai GenePharma Co., Ltd. (Shanghai, China), and the target sequences are listed in Table S2 in Supplementary Material. GCs were plated on 24-well plates for the transient transfection experiments. The cells were transfected with the overexpression vector and shRNA (800 ng/well) using Lipofectamine LTX and Plus Reagent (Invitrogen). Six hours after transfection, recombinant FSH was added. Twenty-four hours after transfection, the cells were lysed for RNA and protein extraction.

### Real-time Quantitative PCR

The total RNA was extracted from all of the follicles using TRIzol reagent (Invitrogen), and the total RNA from the cultured GCs was isolated using a MicroElute Total RNA Kit (Omega). The quality of the total RNA samples was tested by gel electrophoresis and spectrophotometry. The cDNA was synthesized using a PrimeScript RT Reagent Kit with a gDNA Eraser (TaKaRa, Dalian, China). The total reaction volume was 20 µL, containing 1 µg total RNA, 1 µL oligo(dT)_18_ primer, 1 µL of PrimeScript RT Enzyme Mix I, 4 µL of 5× PrimeScript Buffer, and RNase-free ddH_2_O. The program was 37°C for 15 min and 85°C for 5 s. Real-time quantitative PCR was performed on an MX3000p system (Stratagene, La Jolla, CA, USA). The reaction system contained 1.5 µL cDNA, 7 µL of 2× SYBR Premix Ex Taq II (TaKaRa, Dalian, China), 0.3 µL of 50× Rox Reference Dye II, 0.3 µL of each of the forward and reverse primers, and RNase-free ddH_2_O. The program was 95°C for 30 s, and 40 cycles of 95°C for 5 s, 60°C for 30 s, and 72°C for 20 s. Melting curves were used to confirm the specificity of each product, and the PCR efficiency was determined by analysis of two-fold serial dilutions of the cDNA. The PCR efficiency was close to 100%, allowing the use of the 2^−ΔΔCT^ method for the calculation of relative gene expression (24). The mRNA expression of the genes *FSHR, Wnt4, StAR, CYP11A1, AMH, OCLN*, and so on was quantitatively analyzed by this method. All of the primers are listed in Table S1 in Supplementary Material.

### Western Blotting

The total protein content was isolated from different follicles using Cell Lysis Reagent (Fermentas) and the protein concentration was determined using the bicinchoninic acid assay. Goat anti-mouse Wnt4 polyclonal antibody was purchased from Santa Cruz Biotechnology, Inc. Equal amounts of protein were separated by 10% sodium dodecyl sulfate gel electrophoresis under denaturing and non-reducing conditions and then transferred to polyvinylidene fluoride (PVDF) membranes. The PVDF membranes were first blocked, then incubated (1 h, 37°C) with the Wnt4 antibody diluted (1:500) in a 5% bovine serum albumin (BSA)/PBS solution. After washing in phosphate-buffered saline with Tween 20, the blots were incubated with horseradish-peroxidase-conjugated goat anti-mouse immunoglobulin G antibody (1:1,000; Abcam) in a 5% BSA/PBS solution. The signals were visualized using a 3,3′-diaminobenzidine (DAB) substrate kit (Tiangen).

### ELISA

The Wnt4 levels in the medium were detected using a Chicken Wingless-Type MMTV Integration Site Family Member 4 (Wnt4) ELISA Kit (Shanghai Enzyme-linked Biotechnology Co., Ltd.). The culture media of four kinds of cells [GCs and theca cells (TCs) of hierarchical follicles, and GCs and TCs of prehierarchical follicles] were collected and centrifuged at 3,000 rpm for 30 min to remove debris. The Wnt4 level was then determined according to the manufacturer’s instructions. The optical density of every well was tested at 450 nm using an ELx808 Absorbance Reader (BioTek, Winooski, VT, USA). The sample concentrations were calculated according to the mean absorbance.

### Cell Proliferation Assay

The proliferation of GCs was detected using an Enhanced Cell Counting Kit-8 Assay Kit (Beyotime, Beijing, China). Approximately 6 × 10^3^ cells were seeded in every well of a 96-well plate. The cells were transfected with the pUSEamp-Wnt4 plasmid and shRNA of *Wnt4* when the cells reached 60% confluence. At 0, 24, 48, and 72 h after transfection, 100 µL of medium with 10 µL of CCK8 was added to each well, and then the plates were incubated for a further 2 h at 38°C. The absorbance was evaluated using an ELx808 Absorbance Reader at 450 nm.

### Statistical Analyses

All data are presented as the mean ± SEM. The differences between different groups were determined by one-way ANOVA followed by Duncan’s test using the SPSS software (SPSS Inc., Chicago, IL, USA). The differences between groups were considered significantly different when *p* < 0.05.

## Results

### Sequencing Results Summary

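Small yellow follicles are the prehierarchical follicles of 6 to 8 mm from which the next hierarchical follicle of the hen is taken. Such a follicle holds an oocyte, a layer of granulosa cells and a theca with fibroblasts, vessels, muscle and nerve, so that a value for a whole follicle is a mixture of these cells. RNA of 6 follicles was sequenced, 2 from each of 3 Jining Bairi hens aged 30 weeks, with 1 library per follicle. T1 and T4 are called the follicles of hen 1 here, T2 and T5 those of hen 2, and T3 and T6 those of hen 3. By the paper's qRT-PCR, T4, T5 and T6 had the higher *FSHR* level of each hen, while the submitters' labels give the higher level to T1, T2 and T3. The qRT-PCR log2 ratio was 2.41 (SEM 0.09) in hen 1, 0.30 (SEM 0.17) in hen 2 and 0.12 (SEM 0.28) in hen 3. It does not resolve the order in hen 3 and does so weakly in hen 2. *FSHR* in the RNA-seq data was higher in T4, T5 and T6. The groups were taken from the paper, so that every log2 ratio is T4 over T1, T5 over T2 or T6 over T3. For RNA extraction, the paper names TRIzol, and the labels name a tissue RNA kit. The authors enriched poly(A) RNA, sequenced it on an Illumina instrument, removed low-quality and rRNA reads, and mapped the rest to the chicken genome. Bowtie 0.12.2 and Cufflinks are named in the submitters' processing notes. The deposited table gives an FPKM value per gene and follicle (fragments per kilobase of transcript, scaled to the fragments of the library), and a normalized count. The paper gives between 42730428 reads (T6) and 45386126 reads (T1) per follicle in Table 1. The steps between low normalized counts correspond to about 13765652 fragments on genes in T1, 12554841 in T2, 13439195 in T3, 13365437 in T4, 12603094 in T5 and 13934430 in T6, and the values used here rest on these fragments. Ratios were formed from FPKM with 0.5 added, which understates the differences of genes with low values. Within a hen there is 1 follicle against 1, so a ratio within a hen has no replicate check and no test. Across the 3 hens, limma was fitted to log2(FPKM + 0.5) with the hen as a block, for genes at 1 FPKM or more in at least 3 of the 6 follicles. Every standard error given is that of limma, which draws the spread of a gene toward that of other genes. It can be smaller or larger than the error from the 3 hens alone. The deposited table identifies genes by numbers only. Names were found for 360 genes through the T1 vs. T4 part of Table S4, of which all 561 upregulated genes and the first 261 of the paper's 1407 downregulated genes were used here. The named genes were therefore chosen by the paper on hen 1, and their direction in T4 against T1 is not independent evidence, while hens 2 and 3 had no part in that choice. Tests, filters and 21 gene lists were set before the data were examined, although the values printed in Tables 2, 4 and S4 had been read by then. Start, end and strand are those of the deposited table. Its sequences were given the chromosome that at least 80% of their named genes have in a reference table of chicken genes. The paper names the assembly Gallus_gallus-5.0 and the submitters' notes name a mouse build, mm8, and the build of the positions is not given in the sources used here.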

RNA-seq was used to compare the transcriptomes of six small yellow follicles, which are referred to here as T1, T2, T3, T4, T5, and T6 (T1 and T4, T2 and T5, and T3 and T6 were derived from three different laying hens). The mRNA expression levels of *FSHR* for follicles T1, T4, T2, T5, T3, and T6 were 1.08 ± 0.01, 5.75 ± 0.27, 1.00 ± 0.06, 1.25 ± 0.16, 1.04 ± 0.19, and 1.08 ± 0.02, respectively, as determined by qRT-PCR, and the high-throughput RNA-seq generated 45.39, 44.14, 44.09, 43.81, 43.48, and 42.73 million raw reads, respectively, for the six follicles. Of these, 75.13–78.40% could be mapped to the chicken genome, and more than 98% of the reads were unique (Table 1). 

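In the RNA-seq data, the receptor of follicle-stimulating hormone, *FSHR*, which is made by granulosa cells, was higher in T4, T5 and T6 than in the other follicle of the same hen. *FSHR* (gene4883, chromosome 3, 7340944 to 7419864, plus strand) was at 11.9 FPKM in T1 and 46.4 FPKM in T4, at 13.1 FPKM in T2 and 18.9 FPKM in T5, and at 13.9 FPKM in T3 and 27.8 FPKM in T6. The log2 ratios were 1.92 in hen 1, 0.51 in hen 2 and 0.98 in hen 3. T1, T2 and T3 lay close together, and the follicles with the higher level differed more from each other than these did. The mean log2 ratio was 1.14 (standard error from limma 0.30, SD of the 3 hens 0.72, higher in 3 of 3). It did not pass the test over all genes (adjusted p = 0.774, limma). Without hen 1 the mean was 0.74, with an adjusted p of 0.013 from limma, or 0.166 when eBayes was run without its robust option, a setting added after the data were seen; the former takes the spread of *FSHR* from other genes and not from the 2 hens. Over all alternatives the adjusted p ranged from 0.013 to 0.999.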

The sequencing reads were submitted to NCBI’s GEO under the accession number GSE100673.

**Table 1:** Summary of the RNA-seq results for 6–8 mm follicles.

Follicles	Total reads	Mapped reads	Unique mapped reads
T1	45,386,126	34,531,801 (76.08%)	33,958,795 (98.34%)
T2	44,094,300	33,394,769 (75.73%)	32,776,351 (98.15%)
T3	43,484,988	33,045,809 (75.99%)	32,479,464 (98.29%)
T4	44,143,998	34,610,174 (78.40%)	33,947,343 (98.08%)
T5	43,809,214	32,912,529 (75.13%)	32,292,304 (98.12%)
T6	42,730,428	32,314,323 (75.62%)	31,706,047 (98.12%)

A total of 17,993 genes were examined for the six follicles, and the expression of all of these genes is listed in Table S3 in Supplementary Material. 

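Expressed genes were similar in number in the follicles: 12351 genes reached 1 FPKM in T1, 12294 in T2, 12497 in T3, 11895 in T4, 12079 in T5 and 12067 in T6. Among the most abundant named genes was *ZP3* (gene11607, chromosome 10, 2131007 to 2134350, plus strand), a protein of the egg envelope that granulosa cells of birds make, at 1948 FPKM in T1, 2547 in T2, 2005 in T3, 10951 in T4, 5207 in T5 and 4217 in T6. *COL3A1*, a fibrillar collagen of connective tissue, was at 2024, 1511 and 3436 FPKM in T1, T2 and T3, at 1636 and 2355 FPKM in T5 and T6, and at 382 FPKM in T4. The steroidogenic factor *NR5A1* lay between 57.7 FPKM in T3 and 266 FPKM in T4. T4 stood apart from the other follicles: its Spearman correlations with them over genes were 0.866 to 0.932, and those among the other follicles were 0.943 to 0.977. The deposited table has 17993 lines, of which 1 repeats the column names, so that 17992 genes were counted. The 10 most abundant genes, most of them very short, took 40.3% to 47.9% of the summed FPKM of a follicle.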

In the process of screening for DEGs between groups, a fold change ≥2 and false discovery rate (FDR) <0.01 were used as the criteria. In the T1 vs. T4 group, 1,968 DEGs were detected, including 561 upregulated genes and 1,407 downregulated genes. 

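In T4, *TMEM72*, *TH*, *RLN3*, *STRA6* and *INHA* were far above T1, and *CLIC5*, *CYGB* and the matrix genes *COL6A3* and *LUM* were below it. *TH*, which makes the precursor of dopamine, was at 60.5 FPKM in T4 and 0.586 FPKM in T1, a log2 ratio of 5.81. The log2 ratio was 5.94 for the membrane protein gene *TMEM72*, 5.72 for the relaxin *RLN3*, 5.18 for the retinol transporter *STRA6*, 4.97 for the inhibin subunit *INHA*, 4.80 for the choline transporter *SLC5A7*, 4.32 for the sulfatase *SULF1*, 4.27 for the orphan receptor *ESRRB* and 4.04 for *SPTSSB*, a subunit of the enzyme that opens sphingolipid synthesis. At the other end, the chloride channel gene *CLIC5* had a log2 ratio of -3.21, *CYGB*, a globin of fibroblasts, of -2.75, *COL6A3*, a chain of collagen VI, of -2.73, the superoxide dismutase *SOD3* of -2.64, *KRT14* and the norrin gene *NDP* of -2.62 each, *SOX4* of -2.61, the proteoglycan *LUM* of -2.58, and the transcription factors *HIC1* and *PRRX1* of -2.54 and -2.53. Of 12688 genes at 1 FPKM or more in T1 or T4, 2368 differed by at least 2-fold, 682 of them higher and 1686 lower in T4. The median log2 ratio of these 12688 genes was 0.010. These counts carry no p-value, because the FDR of the paper cannot be recomputed from FPKM of 1 follicle against 1.

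**Figure D1:**
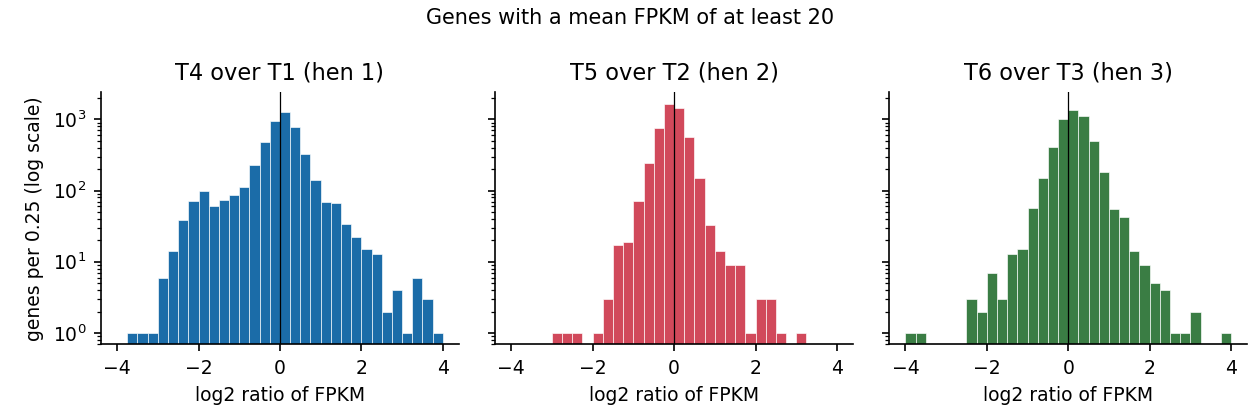
Log2 ratios of FPKM (x axis) in the 3 hens for genes with a mean of at least 20 FPKM, with the number of genes in each step of 0.25 on a log scale (y axis). The panel of T4 over T1 has a second peak below 0, with 99 genes between -2 and -1.75, where the panels of T5 over T2 and T6 over T3 have 1 and 7 genes.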

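In hen 2, *STRA6*, *RLN3*, *INHA* and *TH*, all of them among the named genes highest in T4, were also higher in T5. The log2 ratio of T5 over T2 was 3.28 for *STRA6*, 2.47 for *RLN3*, 2.44 for *INHA*, 2.42 for *TH*, 2.41 for *SULF1*, 2.29 for *SLC5A7*, 2.26 for the fatty acid binding protein *FABP5* and 2.19 for *TMEM72*. *PAQR9* was at 5.64 FPKM in T5 and 0.311 FPKM in T2, but at 4.75 FPKM in T1 and listed at 0 in T4, and *PTRH2*, at 6.63 FPKM in T5, was listed at 0 in T2. Named genes lower in T5 differed less, but only genes that the paper called in hen 1 could be named. Over all genes, with or without a name, 41 were at least 4-fold higher and 43 at least 4-fold lower in T5. Of the named genes, the log2 ratio was -0.83 for *MPEG1*, a pore protein of macrophages, -0.53 for *KLHL25*, -0.49 for the myosin light chain *MYL2*, -0.48 for *FDFT1*, an enzyme of cholesterol synthesis, -0.46 for *SOX10*, a factor of Schwann cells, -0.45 for *MOXD1* and -0.44 for the potassium channel gene *KCNK2*. Of 12585 genes at 1 FPKM or more in T2 or T5, 601 differed by at least 2-fold, 184 of them higher and 417 lower in T5.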

In the T2 vs. T5 group, 289 DEGs were detected, including 104 upregulated genes and 185 downregulated genes. 

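In hen 3, *TMEM72* had a log2 ratio of T6 over T3 of 6.51 and *INHA* one of 6.23, larger than in the other hens. They were followed by *TH* (4.58), *CARTPT*, a neuropeptide precursor that granulosa cells also make (3.15), the phosphatase *PHOSPHO1* (3.11), *ESRRB* (2.77), the small GTPase *RALB* (2.77), the egg envelope protein *ZPD* (2.49) and the potassium channel subunit *KCNAB1* (2.44). *TSPAN1* was at 8.39 FPKM in T6 and listed at 0 in T3, and was at 0.124 FPKM or less in both follicles of hen 2. Lower in T6 were *KCNK2* (-2.29), the urate transporter *SLC2A9* (-1.99), *SOX4* (-1.69), *PDK4*, a kinase that restrains glucose oxidation (-1.60), *MPEG1* (-1.22), the peptide receptor *VIPR2* (-1.19), the matrix protein *POSTN* (-1.12), the activin-binding protein *FST* (-1.09) and *HOXA2* (-1.04). *KCNK2*, *SLC2A9* and *PDK4* were higher in T4 than in T1, with log2 ratios of 1.04, 1.14 and 1.52. Of 12706 genes at 1 FPKM or more in T3 or T6, 891 differed by at least 2-fold, 331 of them higher and 560 lower in T6.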

In the T3 vs. T6 group, 590 DEGs were detected, including 225 upregulated genes and 365 downregulated genes (Table S4 in Supplementary Material). To validate the RNA-seq data, some DEGs were chosen and quantified by qRT-PCR. 

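Of the 10 genes of Table 2, the 7 that could be matched to a gene of the deposited table were *PPARG*, *PTHLH*, *SMAD2*, *Wnt4*, *FSHR*, *FZD1* and *WIF1*. *PPARG*, a nuclear receptor of lipid metabolism (gene12614, chromosome 12, 4826401 to 4880628, plus strand), had log2 ratios of 2.47, 1.32 and 1.93 in hens 1, 2 and 3, with a mean of 1.91 (standard error 0.25, n = 3 hens, adjusted p = 0.774, limma). *PTHLH*, the parathyroid hormone-like hormone (gene1125, chromosome 1, 72579909 to 72591254, minus strand), had log2 ratios of 2.35, 0.80 and 1.30, with a mean of 1.48 (standard error 0.32, n = 3 hens, adjusted p = 0.774, limma). *FZD1*, a receptor of Wnt ligands (gene3170, chromosome 2, 22261232 to 22263010, plus strand), was at 0.00897 FPKM in T1 and between 6.85 and 31.6 FPKM in the other follicles, with log2 ratios of 0.89 and 1.17 in hens 2 and 3. In T1 it had under 1 estimated fragment. Against a floor of 3 fragments in that library, the estimate was at least 141-fold higher in T4. The log2 ratio of 5.08 in hen 1 is set by the 0.5 FPKM added. The paper's qRT-PCR of *FZD1* gives a log2 ratio of T4 to T1 of 0.17 (SEM 0.10), which argues against so large a difference in mRNA. *WIF1*, a secreted inhibitor of Wnt ligands (gene410, chromosome 1, 33841799 to 33884662, minus strand), was at 88.7 FPKM in T1 and 210 FPKM in T4, and its log2 ratios were 1.24, -0.18 and -0.02. The sign of the log2 ratio was that of the paper's qRT-PCR for 7 of 7 genes in hen 1, 7 of 7 in hen 2 and 6 of 7 in hen 3. The gene with the other sign in hen 3 was *FZD1*. Some signs carry little weight, because the qRT-PCR value was small against its error. It was 0.06 (SEM 0.12) and -0.08 (SEM 0.07) for *FZD1* in hens 2 and 3. For *FSHR* in hen 3 it was 0.12 (SEM 0.28). For *WIF1* in hen 1 the sign is shared with gene410, while the paper's own RNA-seq value in Table 2 is -2.64. The 7 genes are not independent replicates. Across them, Pearson's r between the log2 ratios and the paper's qRT-PCR values was -0.43, 0.91 and 0.87 in hens 1, 2 and 3. Spearman's rho was 0.07, 0.82 and 0.71. The negative r in hen 1 comes from *FZD1*: without this gene, left out after the values were seen, r was 0.873, 0.962 and 0.911 in hens 1, 2 and 3. *AXIN2*, *WNT5A* and *WNT9A* were not analysed here, because their names could not be tied to a gene number.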

The results showed that the mRNA levels of these genes were similar to the sequencing data (Table 2).

**Table 2:** Relative mRNA expression of ten selected genes from the three groups for comparison between the RNA-seq and qRT-PCR results.

Gene	T1 vs. T4 (T4/T1)		T2 vs. T5 (T5/T2)		T3 vs. T6 (T6/T3)	
	qRT-PCR	RNA-seq	qRT-PCR	RNA-seq	qRT-PCR	RNA-seq
*PPARG*	2.78 ± 0.24	2.55	1.30 ± 0.06	1.23	2.06 ± 0.21	2.00
NM_001001460.1						

*PTHLH*	3.07 ± 0.11	2.66	0.92 ± 0.13	1.08	1.68 ± 0.31	1.66
NM_001174106.1						

*SMAD2*	2.71 ± 0.08	2.89	0.70 ± 0.07	1.36	1.85 ± 0.17	1.98
XM_001232180.4						

*Wnt4*	1.95 ± 0.21	2.12	−1.05 ± 0.20	−0.67	1.32 ± 0.17	2.10
NM_204783.1						

*Follicle-stimulating hormone receptor*	2.41 ± 0.09	1.99	0.30 ± 0.17	0.53	0.12 ± 0.28	1.00
NM_205079.1						

*FZD1*	0.17 ± 0.10	7.92	0.06 ± 0.12	0.94	−0.08 ± 0.07	1.17
NM_001030337.1						

*AXIN2*	0.02 ± 0.2	−0.98	−0.08 ± 0.09	−0.18	−0.62 ± 0.18	−0.57
NM_204491.1						

*WNT5A*	−0.81 ± 0.33	−1.37	−1.44 ± 0.39	−0.05	−2.08 ± 0.24	−0.24
NM_204887.1						

*WNT9A*	−2.36 ± 0.14	−2.20	−0.07 ± 0.06	0.41	−0.56 ± 0.05	−0.29
NM_204981.2						

*WIF1*	0.88 ± 0.07	−2.64	−0.35 ± 0.11	−0.49	−0.76 ± 0.07	−0.49
NM_001199607.2						

*qRT-PCR data are shown as mean of fold change ± SEM. RNA-seq data are shown as mean of fold change (false discovery rate)*.

### Functional Analysis of DEGs

In order to explore the key candidate genes related to follicle development, a network of the DEGs was obtained using STRING PPI network analysis (Figure 1); all of the genes are listed in Table S5 in Supplementary Material. 

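*SMAD2*, which carries activin and TGF-β signals to the nucleus (gene18243, chromosome Z, 1515691 to 1557595, plus strand), was at 96.9 FPKM in T1 and 709 FPKM in T4, at 70.7 FPKM in T2 and 169 FPKM in T5, and at 75.5 FPKM in T3 and 299 FPKM in T6. Its log2 ratios were 2.87, 1.25 and 1.98, with a mean of 2.03 (standard error 0.32, n = 3 hens, adjusted p = 0.774, limma). *INHA*, the α subunit of inhibin, which restrains FSH secretion (gene10078, chromosome 7, 21555004 to 21556682, minus strand), was at 47.0, 54.4 and 10.1 FPKM in T1, T2 and T3, and at 1491, 296 and 794 FPKM in T4, T5 and T6. *ID2*, a target of BMP signaling, had log2 ratios of 1.60, 0.82 and 0.72, and *CHRD*, a secreted BMP antagonist, had log2 ratios of -2.44, -0.14 and -0.44. Of 41 genes of TGF-β and BMP signaling on a fixed list, 9 could be matched, of which 8 were at least 2-fold higher in T4, 2 in T5 and 2 in T6 (*SMAD2* and *INHA* in both), and the median log2 ratios were 1.73, 0.18 and 0.57. In hen 1, 1 member was at least 2-fold lower (*CHRD*), in hen 3, 1 member (*FST*), and in hen 2 there was none. The number of higher members in T4 is biased upward. Names were sought among all of the paper's upregulated genes but only a part of the downregulated ones. Of all named genes, 248 were higher and 112 lower in T4. Over all genes at a 2-fold limit, 682 were higher and 1686 lower. None of the 9 passed limma over all genes (3 had an unadjusted p under 0.05), and 3 did when adjusted over the list alone, which is not independent evidence, because the names came from hen 1. Genes next to *INHA* on the chromosome were also higher, such as gene10079 with log2 ratios of 3.77, 1.82 and 2.55, and the deposited values do not show whether such neighbours share fragments.

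**Figure D2:**
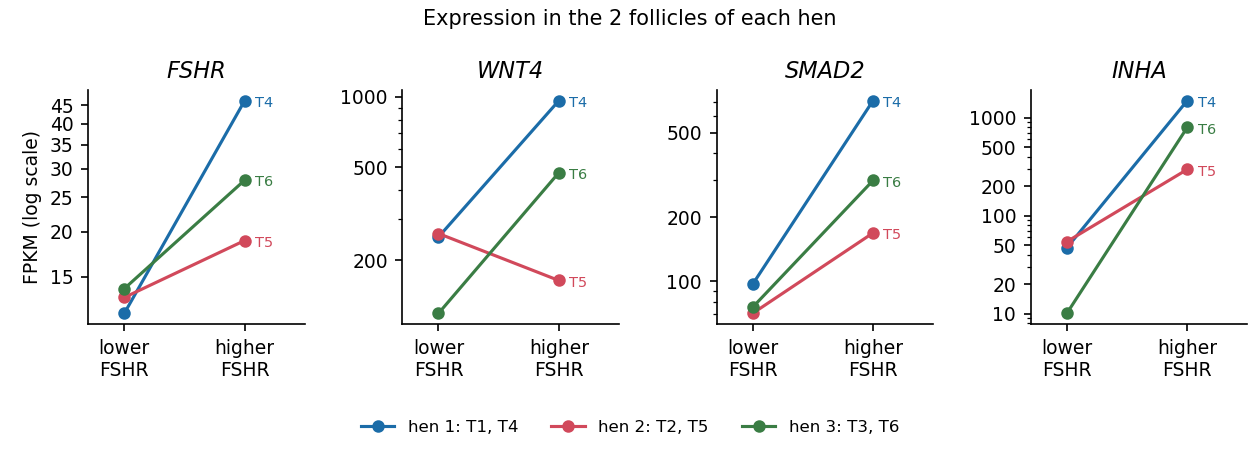
FPKM on a log scale (y axis) of FSHR, WNT4, SMAD2 and INHA in the follicle with the lower and the follicle with the higher FSHR level (x axis), 1 point per follicle and 1 line per hen. All lines of FSHR, SMAD2 and INHA go up, and the line of WNT4 goes down in hen 2.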

Some of the genes, for instance *Smad2, Wnt4*, and *FSHR*, were found to play vital roles in the network.

**Figure 1:**
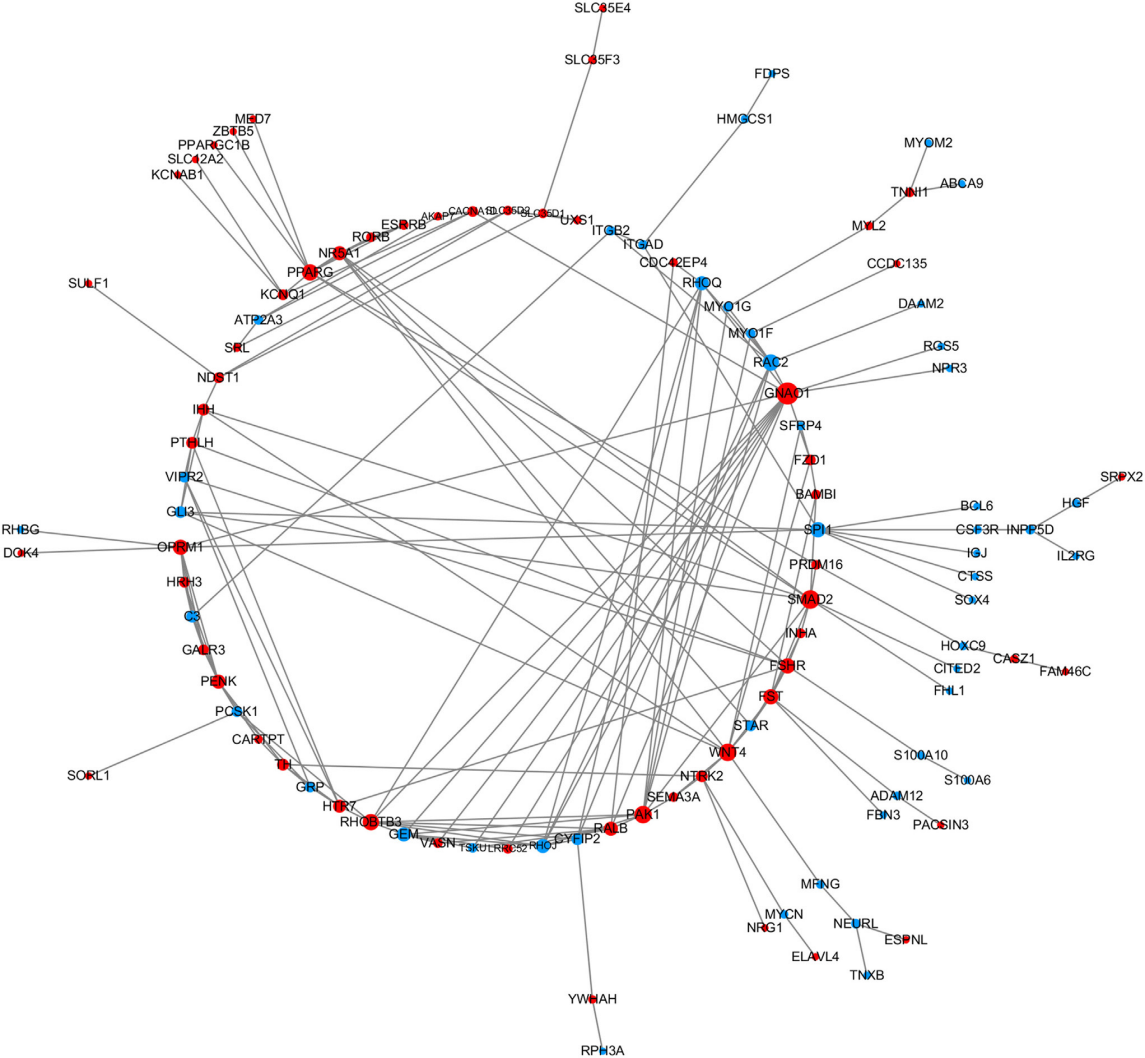
The protein–protein interaction network of the differentially expressed genes (DEGs). STRING was used to analyze the DEGs. The network nodes represent the genes shown in Table S5 in Supplementary Material (red and blue indicate upregulated and downregulated genes, respectively) and the lines represent interactions between genes.

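The hen with the largest log2 ratio of *FSHR* in the RNA-seq data, hen 1, also had the most genes that differed between its follicles, followed by hen 3 and hen 2, whose order by *FSHR* is not resolved in the paper's qRT-PCR (log2 ratios of 0.12 and 0.30, within their errors of each other). At a 4-fold limit the numbers were 456 genes in hen 1, 153 in hen 3 and 84 in hen 2. A group of genes was at least 2-fold higher in T4, T5 and T6 alike: 34 of 12381 genes, of which 21 have a name here. They include *NEXN*, a protein of actin filaments, with log2 ratios of 3.32, 2.00 and 2.32 and a mean of 2.55 (standard error 0.29, n = 3 hens, adjusted p = 0.774, limma), *RALB*, *PHOSPHO1* and *EPHX1L*, an epoxide hydrolase with log2 ratios of 1.55, 1.28 and 1.39. *DIO3*, which inactivates thyroid hormone, had log2 ratios of 1.71, 1.42 and 0.98. Lists drawn independently from the same 12381 genes would share 0.164 genes. That figure is too low a yardstick, because the same genes may vary in every hen: 70 genes were at least 2-fold apart, either way, in all 3. In a count made after the results were seen, the ratio of 1 hen was turned round. Then 6, 4 and 7 genes were higher in all, for hens 1, 2 and 3 turned. At least 2-fold lower in T4, T5 and T6 were 6 genes, where independent lists would share 1.58. With hens 1, 2 and 3 turned round, 1, 5 and 7 genes were lower in all, so the 6 are no clear excess. This number ranged from 2 to 15 with other pseudocounts, filters and normalized counts, and none of the 6 has a name here. Over genes, the log2 ratios of hens 1 and 2 had a Spearman correlation of -0.13, those of hens 1 and 3 of 0.18, and those of hens 2 and 3 of 0.24. No gene passed limma across the 3 hens at an adjusted p under 0.05, and 708 of 12381 genes had an unadjusted p under 0.05. In simulated data with no gene changed, 5.3% of 12381 genes had such a p in limma, so that 708 is little above that rate. Without hen 1, limma called 476 genes, a count that fell to 96 without the robust option of eBayes and to 6 without its trend as well. In the fit with 476 calls, eBayes gave 10256 of 12442 genes, *FSHR* among them, an infinite prior df, so that they were tested against a spread taken from other genes and not against that between the 2 hens.

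**Figure D3:**
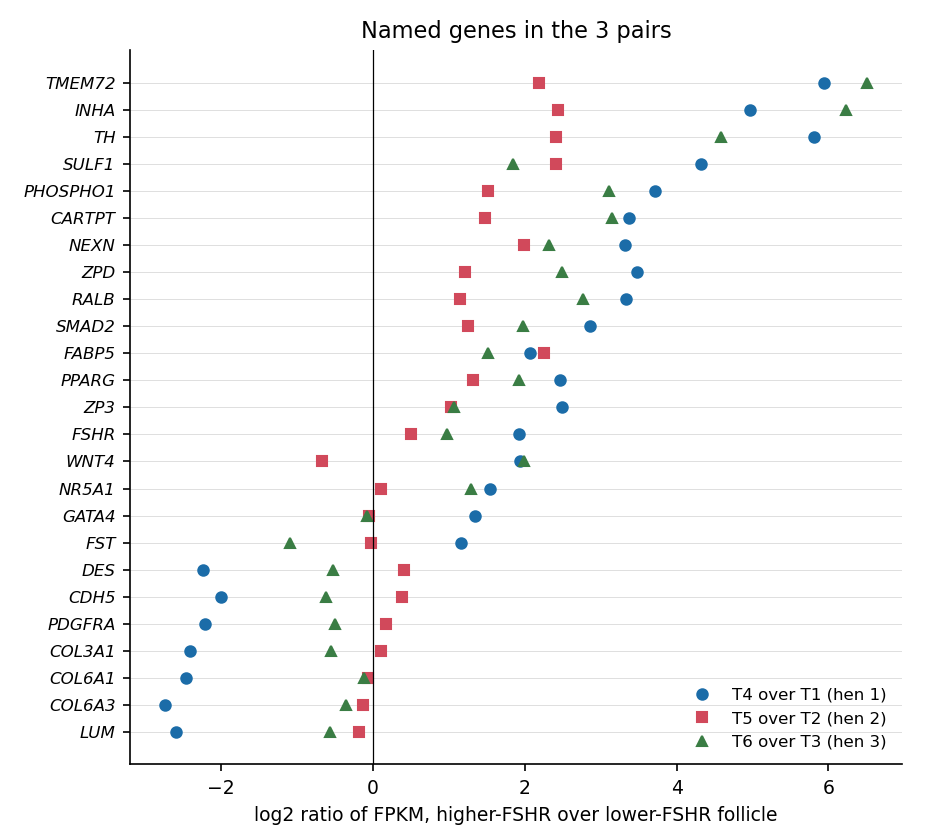
Log2 ratios of FPKM (x axis) of 25 named genes (y axis), with 1 point per hen. From TMEM72 to FSHR all points lie above 0, and from DES to LUM the points of hen 1 lie between -2 and -2.73, apart from those of hens 2 and 3.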

In the three groups, with the increase in *FSHR* expression, the number of DEGs increased. To further explore the biological functions of these genes, we performed KEGG analysis and GO assignments of the DEGs, and the corresponding information is listed in Tables S6 and S7 in Supplementary Material. The significantly enriched KEGG pathways of the three groups are shown in Table 3. 

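Most of the genes matched for the extracellular matrix, and the few matched for theca cells (2 of 14), endothelial cells (2 of 17) and smooth muscle (1 of 14), were lower in T4 than in T1, the comparison through which they were named, and their log2 ratios in hens 2 and 3 lay closer to 0. Of 24 genes of the extracellular matrix on a fixed list, 13 could be matched, and 12 of them were at least 2-fold lower in T4, with a median log2 ratio of -2.38. The other member, the proteoglycan *VCAN*, named after its value was seen, was at least 2-fold higher in T4. In hens 2 and 3, the medians of the 13 genes were 0.09 and -0.08, over members that went both ways: *TNC*, named after its values were seen, was at least 2-fold higher in T5 and had a log2 ratio of -0.88 in hen 3, and *POSTN*, with a log2 ratio of 0.97 in hen 2, was at least 2-fold lower in T6. The collagen VI chains *COL6A1* and *COL6A3* had log2 ratios of -0.06 and -0.12 in hen 2 and of -0.11 and -0.35 in hen 3. Of the theca markers, *PDGFRA* had log2 ratios of -2.20, 0.18 and -0.50 in hens 1, 2 and 3, and *GLI1*, a target of hedgehog signals, had log2 ratios of -2.10, 0.00 and 0.23. The endothelial genes *CDH5* and *APLNR* had log2 ratios of -2.001 and -2.23 in hen 1, of 0.38 and 0.07 in hen 2, and of -0.61 and -0.27 in hen 3. *DES*, of smooth muscle, had log2 ratios of -2.23, 0.41 and -0.52, and *LAMB1*, a laminin that integrins bind, had log2 ratios of -2.19, 0.06 and -0.06. The integrin subunit *ITGA6*, by contrast, had log2 ratios of 1.56, 0.40 and 0.82. Of the granulosa markers matched, 4 of 15, all were at least 2-fold higher in T4, 1 in T5 and 1 in T6, both *INHA*, and 1, *FST*, was at least 2-fold lower in T6. *GATA4*, another of them, had log2 ratios of 1.35, -0.04 and -0.07. Genes higher in T4 were more likely to be named than lower ones, so the rise of the matched granulosa markers in T4 says little. None of these genes passed limma across the 3 hens; an unadjusted p under 0.05 was found for 1 of the matrix genes (*VCAN*), 2 of the granulosa markers (*FSHR* and *INHA*) and 1 of the 2 matched genes of integrins and focal adhesion (*ITGA6*), and for 0 of the theca, endothelial and muscle genes. Adjusted over the list alone, 0 matrix, theca, endothelial and muscle genes passed. The granulosa markers *FSHR* and *INHA* passed, as did *ITGA6*. The follicles were grouped by *FSHR*, so its pass is not independent evidence. Enrichment was not tested, because at most 54.2% of a list could be matched and the matched genes were chosen by the paper on hen 1.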

In the T1 vs. T4 group, the Wnt signal pathway was significantly enriched, and the DEGs of the Wnt signal pathway are shown in Table 4. 

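Of the 27 genes of Table 4, 6 could be matched to a gene of the deposited table by name: *FZD1*, *SMAD2*, *Wnt4*, *WIF1*, *SFRP5* and *FZD7*. *SFRP5*, a secreted protein that binds Wnt ligands, was at 18.8 FPKM in T1 and 3.00 FPKM in T4, and had log2 ratios of -2.46, 0.48 and 0.12 in hens 1, 2 and 3. *FZD7*, a receptor of Wnt ligands, was at 4.47 FPKM in T1 and 0.407 FPKM in T4, near 0 in both follicles of hen 2, and at 4.85 FPKM in T3 and 6.69 FPKM in T6. *RSPO3*, a secreted protein that strengthens Wnt signals and that is not in Table 4, had log2 ratios of 2.91, 1.46 and 0.63. Its relative *RSPO1*, named after its value was seen, was at least 2-fold lower in T4. Table 4 gives 4 genes as upregulated and 23 as downregulated, and the matched genes are all 4 of the former but 2 of the latter, because names were sought among all of the paper's upregulated genes but only a part of the downregulated ones. Of these 6 genes, 4 were higher in T4 than in T1, 3 were higher in T5 than in T2 and 5 were higher in T6 than in T3, which says little of the direction of the whole table. Of 74 genes of Wnt signaling on a fixed list, 7 could be matched; 4 were at least 2-fold higher and 3 at least 2-fold lower in T4, 1 was at least 2-fold higher in T5 (*RSPO3*) and 2 in T6 (*Wnt4* and *FZD1*). None passed limma, over all genes or adjusted over the list alone, and 2 had an unadjusted p under 0.05 (*FZD1* and *RSPO3*).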

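*Wnt4* encodes a secreted ligand of the Wnt family and lies on chromosome 21 from 6300331 to 6314301 on the plus strand (gene16295). It was at 965 FPKM in T4, the highest level of the 6 follicles, and at 252 FPKM in T1, a log2 ratio of 1.93. In the RNA-seq data *FSHR* was also highest in T4, and it was lowest in T1, while *Wnt4* was lowest in T3. By the paper's qRT-PCR, *FSHR* was lowest in T2. The order of the follicles by *Wnt4* was not that by *FSHR*: T5 had more *FSHR* but less *Wnt4* than T1 and T2.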

In the follicle with the highest expression level of *FSHR*, the expression level of *Wnt4* was also significantly higher than the follicle with the lowest expression level of *FSHR*, with a log_2_(fold change) of 2.12. We hypothesized that *Wnt4* may play an important role in follicle selection and development, and therefore subsequently analyzed its function.

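In hens 2 and 3 *Wnt4* went in different directions, as Table 2 of the paper also gives by RNA-seq and by qRT-PCR. In hen 3 it was at 475 FPKM in T6 and 119 FPKM in T3, a log2 ratio of 1.99, and in hen 2 it was at 164 FPKM in T5 and 261 FPKM in T2, a log2 ratio of -0.67. The mean log2 ratio of *Wnt4* was 1.09 (standard error from limma 0.55, n = 3 hens, higher in 2 of 3, adjusted p = 0.774, limma). The SD of its log2 ratios over the 3 hens was 1.52. The mean log2 ratio of *Wnt4* was 0.66 without hen 1, 1.96 without hen 2 and 0.63 without hen 3. None of these means passed limma (adjusted p of 0.440 to 0.999). From the higher *Wnt4* level in the follicle with the highest *FSHR* level, the paper proposes a part of *Wnt4* in follicle selection and goes on to its function.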

**Table 3:** Significantly enriched pathways.

Pathway	*p* Value	UniGene number
**T1 vs. T4**		

Focal adhesion	0	76
ECM–receptor interaction	6.80E−13	46
Cytokine–cytokine receptor interaction	1.42E−09	52
Cell adhesion molecules	1.13E−07	33
TGF-β signaling pathway	0.000100699	21
Vascular smooth muscle contraction	0.000111614	27
Amebiasis	0.000368349	6
Melanogenesis	0.000937358	22
Calcium signaling pathway	0.003524408	33
Adherens junction	0.004793109	17
MAPK signaling pathway	0.005027368	43
Regulation of actin cytoskeleton	0.006272819	36
Wnt signaling pathway	0.006320051	27
Gap junction	0.0071262	18
Steroid hormone biosynthesis	0.009703041	9
Arrhythmogenic right ventricular cardiomyopathy	0.013001616	5
VEGF signaling pathway	0.01314305	15
Gastric acid secretion	0.013974998	2
Intestinal immune network for IgA production	0.024274613	8
Phosphatidylinositol signaling system	0.028484703	16

**T2 vs. T5**		

PPAR signaling pathway	0.007689374	4
Focal adhesion	0.016837656	7
Progesterone-mediated oocyte maturation	0.019698938	4
Dorsoventral axis formation	0.03060988	2
Cardiac muscle contraction	0.035262584	3
Lipoic acid metabolism	0.039079049	1
Oocyte meiosis	0.040688919	4
Adipocytokine signaling pathway	0.047671798	3
Wnt signaling pathway	0.848944256	1

**T3 vs. T6**		

Steroid biosynthesis	0.0003184	5
Phagosome	0.0042824	12
NOD-like receptor signaling pathway	0.005853671	6
Terpenoid backbone biosynthesis	0.017505751	3
DNA replication	0.031551297	4
Glycosaminoglycan biosynthesis—chondroitin sulfate	0.048837386	3
Wnt signaling pathway	0.441815127	6

**Table 4:** Differentially expressed genes of Wnt signal pathway in the T1 vs. T4 group.

Gene	False discovery rate	Log_2_(fold change)	Up- or downregulated
*FZD1, Fz-1, cFz-1*	0	7.916035833	Up
*SMAD2, MADH2*	0	2.887762211	Up
*Wnt4*	6.66E−16	2.115271676	Up
*WIF1*	0.000361044	1.145351015	Up
Similar to strabismus	0.006074629	−1.050277449	Down
*DAAM2*	0.003280038	−1.089648489	Down
*PLCB1*	0.008015936	−1.104548086	Down
*NFATC2*	0.003303788	−1.106378948	Down
*SFRP4*	0.00029446	−1.158226013	Down
*SFRP1, CSFRP1*	4.51E−05	−1.237170155	Down
Similar to disheveled, dsh homolog 1	8.21E−05	−1.261713034	Down
*WNT5A*	0.000213247	−1.366774461	Down
*PRKCA*	2.29E−07	−1.526470318	Down
*CAMK2D*	1.17E−06	−1.531255044	Down
Similar to protein kinase C beta type	4.18E−05	−1.552007291	Down
*PRKCA*	1.69E−07	−1.566220886	Down
Hypothetical protein LOC100230090	0.000575417	−1.731836055	Down
*FZD3, FZ-3, cFz-3*	3.83E−05	−1.873285715	Down
*PRICKLE2*	3.48E−11	−2.005821446	Down
Similar to HMG-box transcription factor TCF-3	7.66E−10	−2.014370297	Down
*LEF1, LEF-1*	1.78E−09	−2.026783917	Down
*NFATC1*	1.01E−05	−2.057215317	Down
*FZD2, cFz-2*	1.51E−12	−2.073360036	Down
*WNT5B*	8.38E−12	−2.098749215	Down
*WNT9A, WNT-14*	5.76E−12	−2.200244472	Down
*SFRP5*	4.11E−13	−2.606370027	Down
*FZD7, Fz-7, cFz-7*	1.36E−11	−3.265319335	Down

### Expression Characteristics of *Wnt4* in Follicles

*Wnt4* was expressed in both the prehierarchical and hierarchical follicles, but the expression level in the prehierarchical follicles was significantly higher than that in the hierarchical follicles (*p* < 0.01). The *Wnt4* expression level was found to be highest in the small yellow follicles (6–8 mm), then declined significantly in the F5 follicles (*p* < 0.01), and this downward trend continued until F1, then slightly increased in the postovulatory follicles (POFs) (Figure 2A). On the protein level, Wnt4 was highly expressed in the prehierarchical, F5, and F3 follicles, but declined significantly in the F1 follicles and POFs (*p* < 0.01) (Figure 2B). In both the hierarchical and prehierarchical follicles, the *Wnt4* mRNA and protein levels were significantly higher in the GCs than in the TCs (*p* < 0.01) (Figure 3).

**Figure 2:**
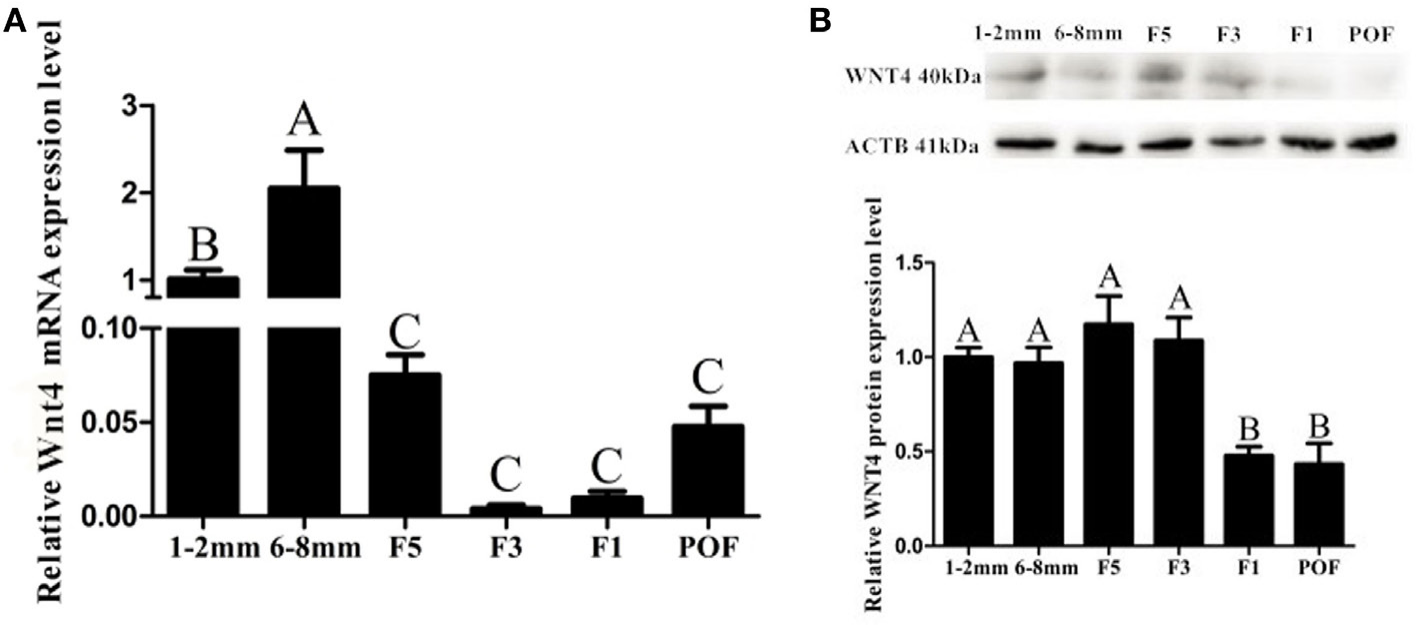
Expression of *Wnt4* in follicles at different developmental stages from 30-week-old hens. **(A)** Expression levels of *Wnt4* mRNA in 1–2 mm follicles, 6–8 mm follicles (small yellow follicles), the fifth largest follicles (F5), the third largest follicles (F3), the largest follicles (F1), and the newly postovulatory follicles (POFs). **(B)** Expression levels of Wnt4 protein in the various follicles. Data are presented as the mean ± SEM from at least three independent experiments. Bars with different letters are significantly different (^ABC^*p* < 0.01).

**Figure 3:**
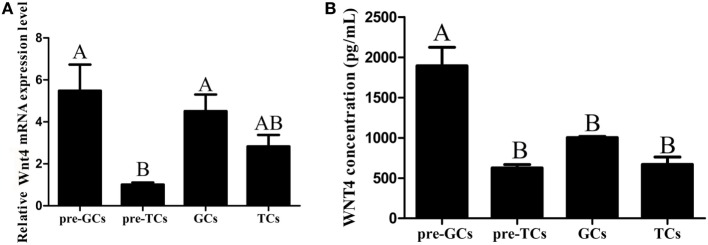
Expression of *Wnt4* in granulosa cells (GCs) and theca cells (TCs). **(A)** mRNA expression of chicken *Wnt4* in the GCs and TCs of hierarchical follicles and the GCs (pre-GCs) and theca cells (pre-TCs) of prehierarchical follicles. **(B)** Protein expression of chicken Wnt4 in GCs, TCs, pre-GCs, and pre-TCs (^ABC^*p* < 0.01).

### Effect of *Wnt4* on Steroidogenic Enzyme Gene Expression in GCs

To determine the effect of *Wnt4* on steroidogenic enzyme gene expression, GCs were treated with *Wnt4* overexpression vectors and shRNA. In pre-GCs, the expression levels of *StAR* (*p* < 0.01) and *CYP11A1* (*p* ≤ 0.001) mRNA were significantly increased as a result of *Wnt4* overexpression (Figure 4A). In GCs, the expression levels of *StAR* (*p* ≤ 0.001) and *CYP11A1* (*p* ≤ 0.05) were also significantly increased (Figure 4B). The mRNA expression levels of *StAR* (*p* < 0.05) were significantly reduced in pre-GCs and GCs after knockdown of *Wnt4* expression, whereas those of *CYP11A1* were not significantly reduced (Figure 5).

**Figure 4:**
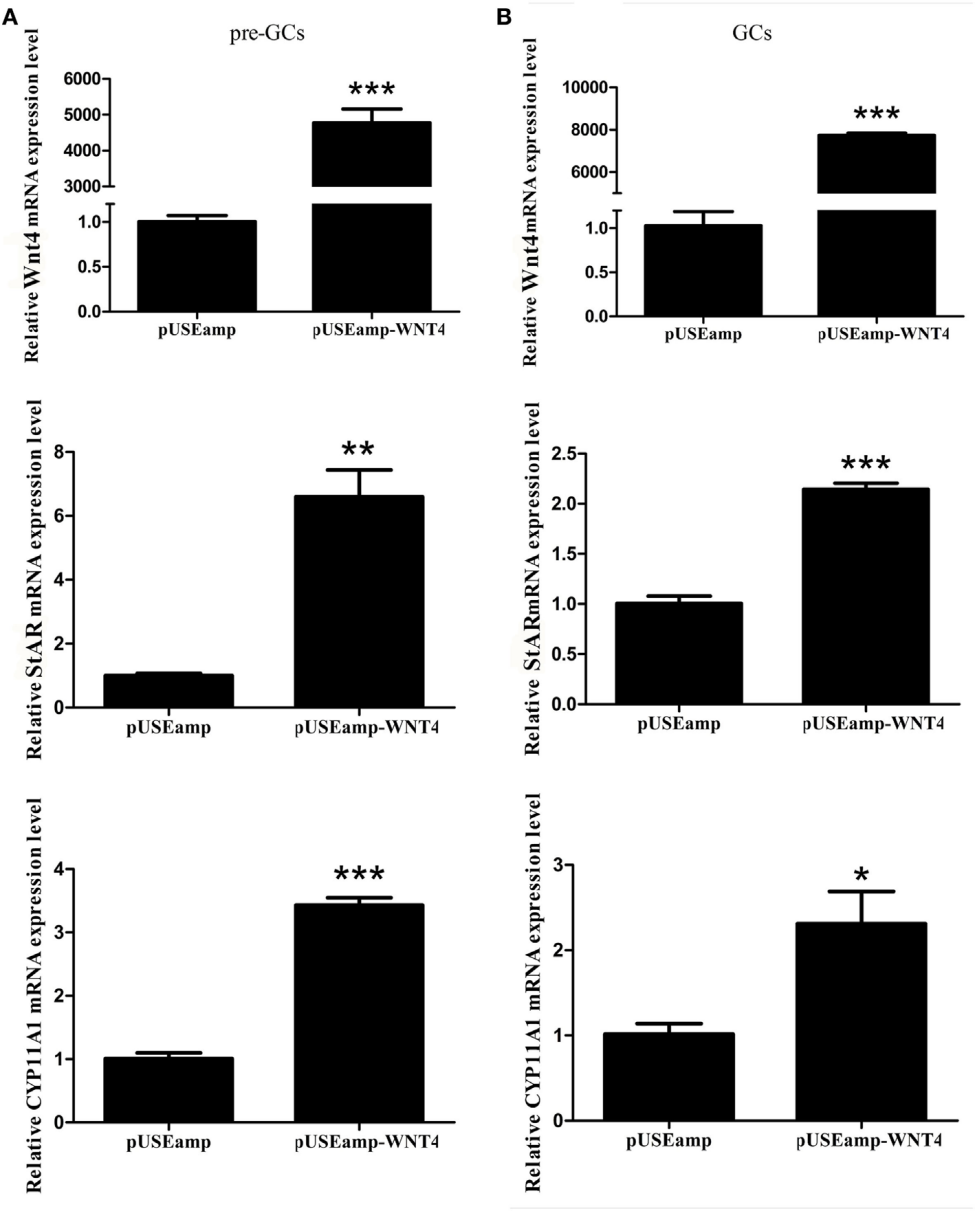
Effect of *Wnt4* overexpression on the expression of *StAR* and *CYP11A1* in **(A)** pre-GCs and **(B)** GCs of chicken follicles (*p < 0.05, **p < 0.01, ***p ≤ 0.001).

**Figure 5:**
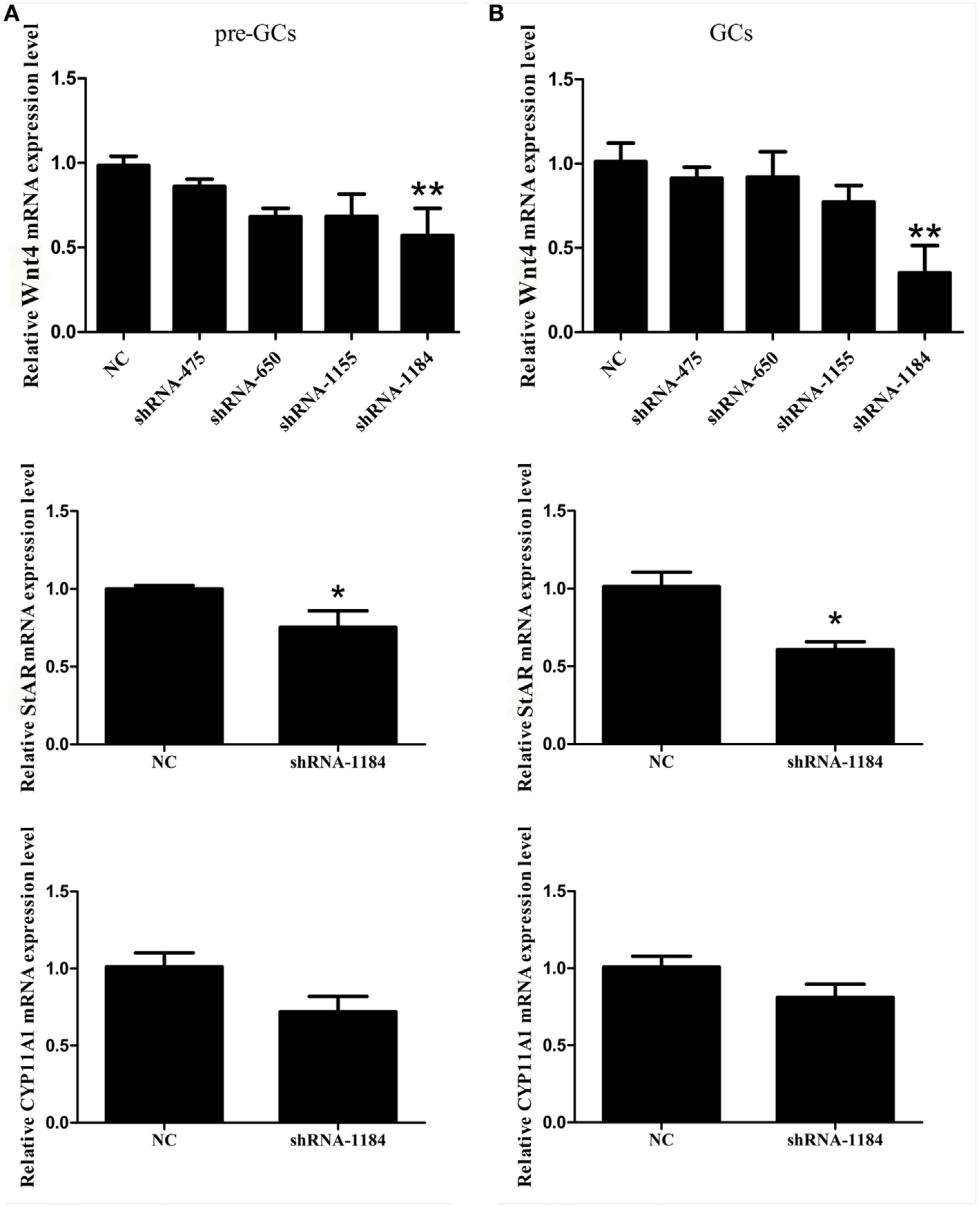
Effect of *Wnt4* knockdown on the expression of *StAR* and *CYP11A1* in **(A)** pre-GCs and **(B)** GCs of chicken follicles (*p < 0.05, **p < 0.01).

### Effect of *Wnt4* on the Proliferation of GCs

As *Wnt4* was highly expressed in GCs, we speculated that it is likely involved in GC proliferation in fast-growing follicles. Consequently, GCs were transfected with the overexpression vector pUSEamp-Wnt4 and the shRNA of *Wnt4* to examine the effect of *Wnt4* on their proliferation. We found that the overexpression of *Wnt4* significantly stimulated the proliferation of GCs (*p* < 0.05) (Figure 6A). Conversely, when the *Wnt4* expression level was knocked down, the proliferation of GCs significantly decreased (*p* < 0.01) (Figure 6B).

**Figure 6:**
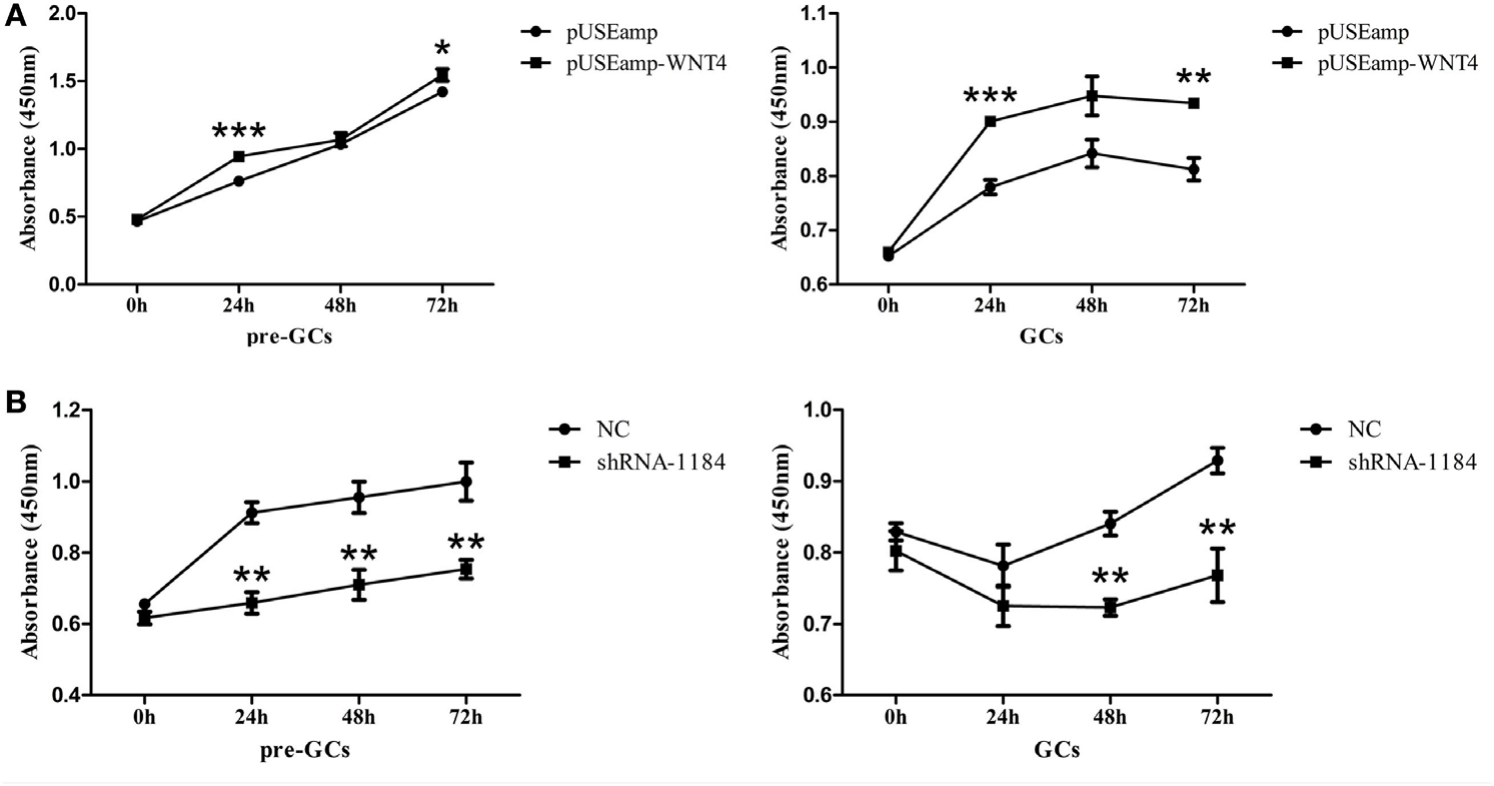
Effect of *Wnt4* on chicken granulosa cell (GC) proliferation. **(A)** Overexpression of *Wnt4* in GCs stimulated cell proliferation, as determined by the CCK8 method. **(B)** Knockdown of *Wnt4* in GCs inhibited cell proliferation, as determined by the CCK8 method. (*p < 0.05, **p < 0.01, ***p ≤ 0.001).

### Involvement of *Wnt4* in Follicle Selection

*Follicle-stimulating hormone receptor, AMH*, and *OCLN* are the key regulators of follicle selection, and so we determined the expression levels of these genes upon changing the expression level of *Wnt4*. In the prehierarchical GCs, the expression level of the mRNA for *FSHR* (*p* < 0.01) was significantly increased by the overexpression of *Wnt4*, and the expression levels of *AMH* (*p* < 0.05) and *OCLN* (*p* < 0.01) were simultaneously decreased (Figure 7A). Furthermore, the expression levels of *AMH* (*p* < 0.05) and *OCLN* (*p* < 0.01) mRNA were increased in prehierarchical follicle GCs treated with the shRNA of *Wnt4*, and the level of *FSHR* mRNA (*p* < 0.01) was simultaneously decreased (Figure 7B).

**Figure 7:**
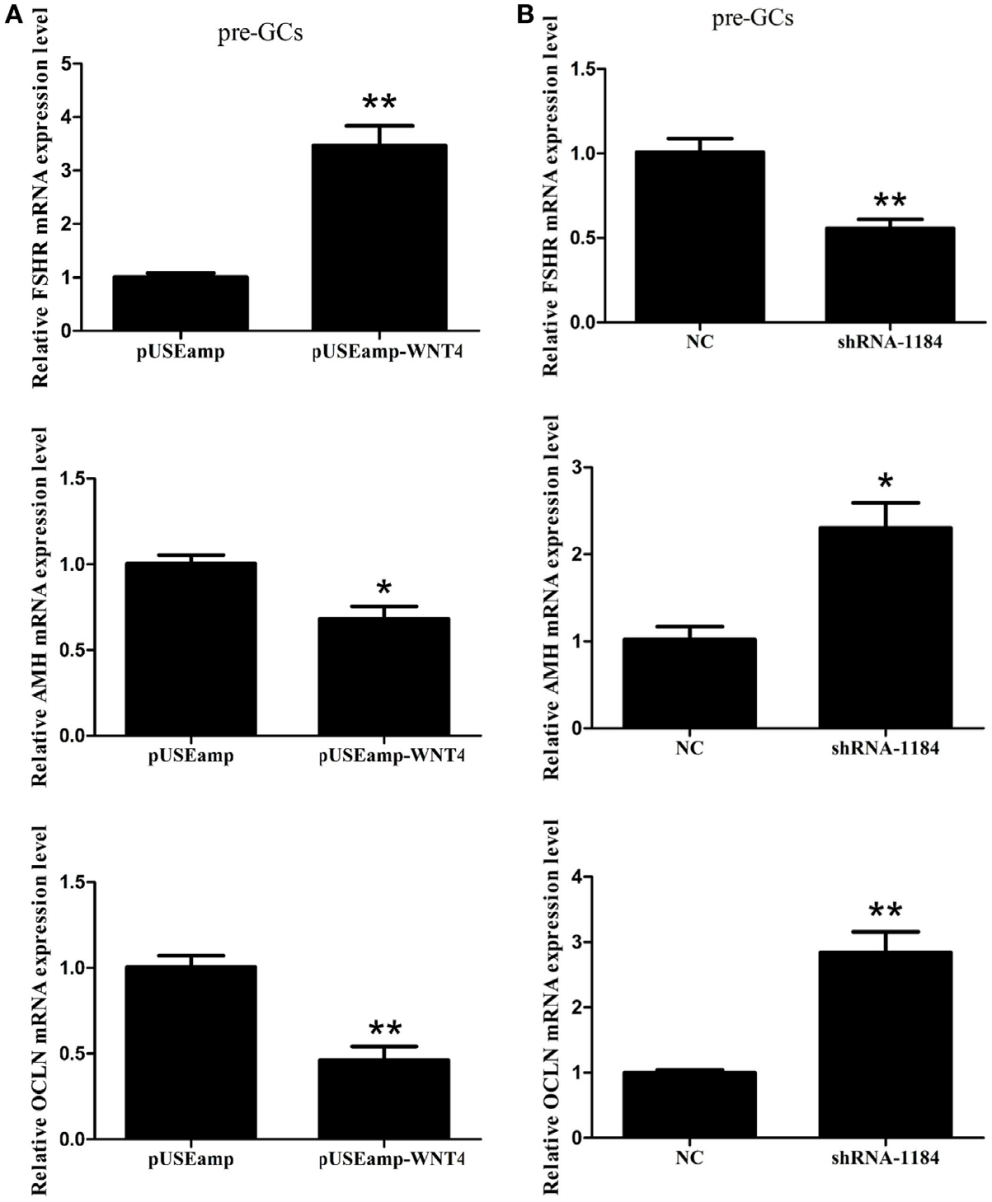
Effect of *Wnt4* on follicle-stimulating hormone receptor (*FSHR*), anti-Müllerian hormone (*AMH*), and *OCLN* expression in prehierarchical follicle granulosa cells (GCs). **(A)** Overexpression of *Wnt4* increased the expression level of *FSHR*, but decreased those of *AMH* and *OCLN*. **(B)** Knockdown of *Wnt4* decreased the expression level of *FSHR*, but increased those of *AMH* and *OCLN* (*p < 0.05, **p < 0.01).

### Effect of FSH on *Wnt4* Expression

Follicle-stimulating hormone treatment at 5 ng/mL increased the expression of *Wnt4* at both the mRNA (*p* < 0.05) and protein (*p* < 0.01) levels in the GCs of prehierarchical follicles (Figure 8A). In hierarchical follicles, with the increase of FSH concentration, the expression level of *Wnt4* gradually increased (*p* < 0.01). Although a slight upward trend seems to occur, no significant difference of Wnt4 protein levels was observed in the hierarchical follicles (Figure 8B).

**Figure 8:**
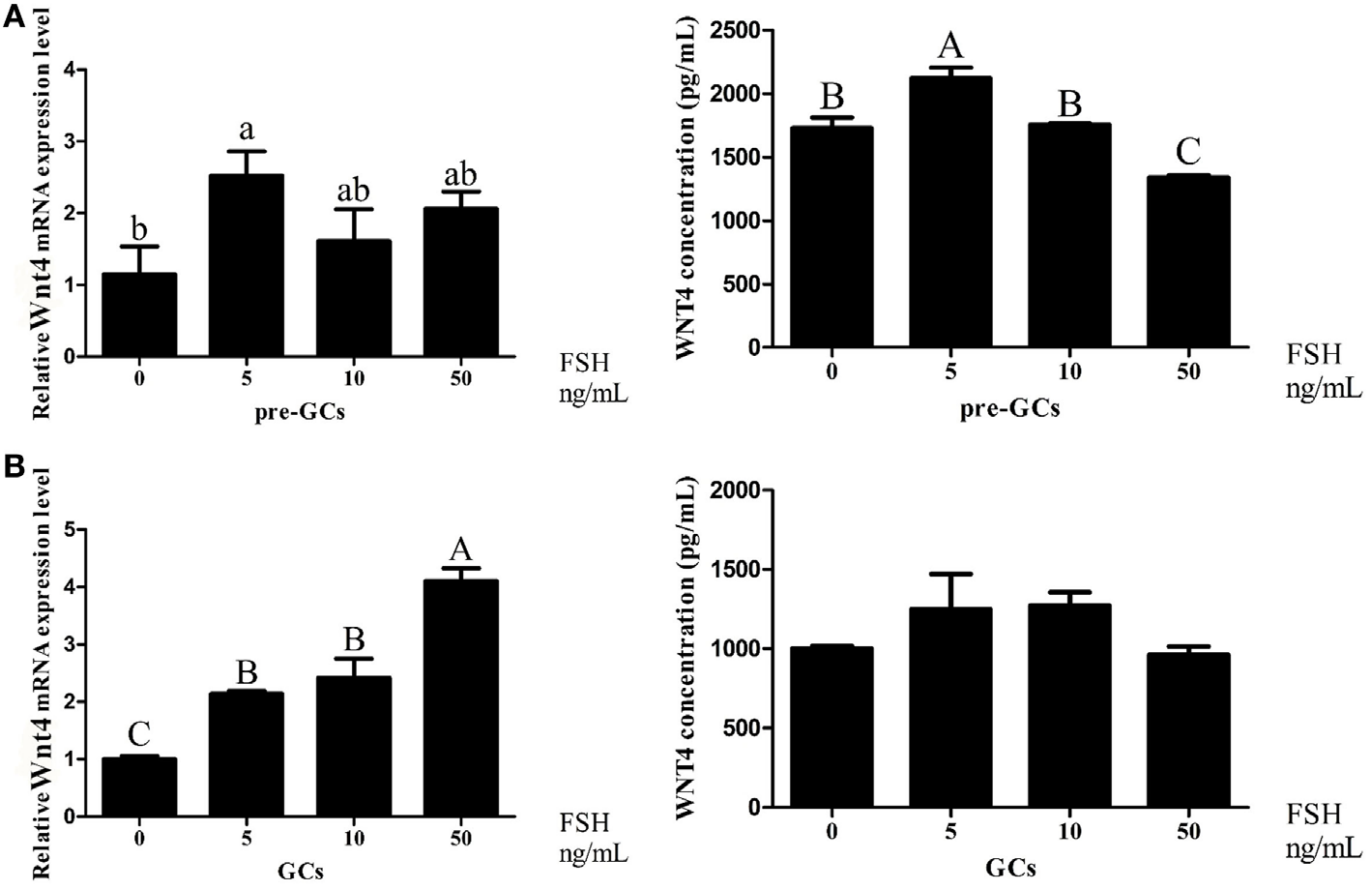
Effects of follicle-stimulating hormone (FSH) treatment on the *Wnt4* mRNA and protein levels in the granulosa cells (GCs) of ovarian follicles. Various doses of FSH (0, 5, 10, and 50 ng/mL) were tested. **(A)** Effect of FSH on *Wnt4* in the GCs of prehierarchical follicles. **(B)** Effect of FSH on *Wnt4* in the GCs of hierarchical follicles. All data are presented as the mean ± SEM. (^abc^*p* < 0.05; ^ABC^*p* < 0.01).

### Suppression of the Effects of FSH on Steroidogenic Enzyme Gene Expression in GCs of Prehierarchical Follicles by *Wnt4*

As the *Wnt4* expression level changed during follicle development and was affected by the concentration of FSH, we further focused on the function of *Wnt4* in follicular selection and development. In the GCs of prehierarchical follicles, FSH significantly increased the mRNA expression level of *StAR* and *CYP11A1* (*p* < 0.01), although it had no significant stimulatory effect on progesterone and no effect on the expression of *FSHR*. When GCs were treated with a combination of FSH and *Wnt4, Wnt4* suppressed the effect of FSH on the *StAR* and *CYP11A1* mRNA levels (*p* < 0.01) (Figure 9A).

**Figure 9:**
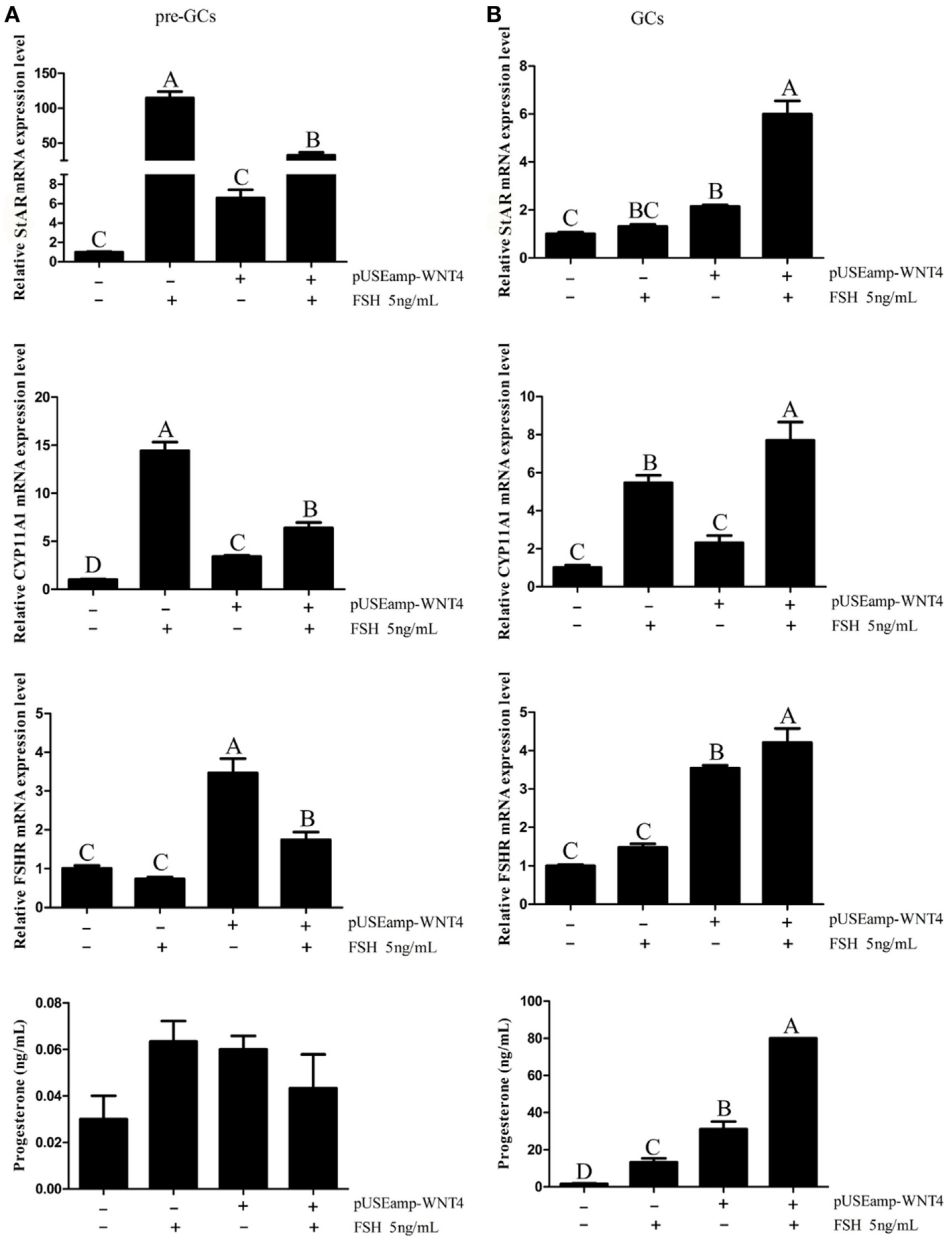
Effects of *Wnt4* and follicle-stimulating hormone (FSH) on mRNA expression of steroidogenic enzyme genes and steroidogenesis in prehierarchical and hierarchical follicles. **(A)** Effects of *Wnt4* and FSH on *StAR, CYP11A1*, and follicle-stimulating hormone receptor (*FSHR*) mRNA expression and progesterone secretion in the granulosa cells (GCs) of prehierarchical follicles. Bars with different superscript letters are significantly different. **(B)** Effects of *Wnt4* and FSH on *StAR, CYP11A1*, and *FSHR* mRNA expression and progesterone secretion in the GCs of hierarchical follicles. (^ABC^*p* < 0.01).

### Facilitation of the Effects of FSH on Steroid Secretion and Steroidogenic Enzyme Gene Expression in GCs of Hierarchical Follicles by *Wnt4*

In the GCs of hierarchical follicles, FSH significantly increased the mRNA expression level of *FSHR* and the concentration of progesterone (*p* < 0.01), but not those of *StAR* and *CYP11A1*. When GCs were treated with a combination of FSH and *Wnt4*, progesterone secretion and steroidogenic gene expression were both significantly increased (*p* < 0.01) to levels exceeding those observed upon treatment with FSH or *Wnt4* alone (Figure 9B).

## Discussion

Follicular selection and development are important for egg production and laying performance in the poultry industry. Understanding gene expression patterns during the follicle selection period is crucial to understanding the laying mechanism and improving the laying performance of hens. Recent studies have shown that all of the small yellow follicles isolated from the same ovary in a laying hen can express FSHR and respond to stimulation by FSH (25–27), and one of them contains significantly higher *FSHR* mRNA expression levels than the others, and this follicle will be selected to the hierarchical follicles (14). In this study, follicles with different *FSHR* expression levels displayed different transcriptomes and the Wnt signal pathway was significantly enriched along with the higher expression of the *FSHR* gene. Consequently, we investigated the DEGs during the period of follicle selection and the role of *Wnt4* in follicle selection and development.

Follicle selection, growth, and muturation depend upon many endocrine, paracrine, and autocrine signals. The selection of one follicle from a large pool of small yellow follicles to form a hierarchical follicle requires the participation of signal molecules. The evidence has shown that during the period of follicle selection, the TGF-β signaling pathway is involved in initiating follicle selection (7, 8, 11). *BMP15* may promote follicle selection in hens; with the production of *BMP15*, the oocyte regulates the surrounding somatic cells during follicle selection (9). Moreover, *BMP6* was found to promote *FSHR* and *AMH* expression in the GCs from prehierarchical follicles in hens, and FSH signaling suppresses *AMH* expression and initiates the differentiation of GCs within the selected follicles (3). In our previous study, the gene expression profiles of small white follicles, F1, and POF were obtained by RNA-seq (28). In this study, DEGs were identified by the comparison of small yellow follicles expressing significantly different levels of *FSHR* from the same laying hens, to explore the molecular mechanisms of follicle selection. Hundreds of DEGs and tens of signal pathways, including the TGF-β and Wnt signaling pathways, were revealed. The expression of *Wnt4* was significantly increased in the small yellow follicles of laying hens with the highest expression of *FSHR*, suggesting that *Wnt4* is likely to be involved in follicle selection and changes in its expression level may be related to the effect of FSH. Therefore, the role of *Wnt4* in follicle selection is subsequently investigated.

Previous studies have unveiled the contributions of members of the Wnt family to follicular development and steroid production in rodents (29, 30). *Wnt4* was expressed in small avian follicles (0.5–2 mm) and was downregulated during early follicular development (31). *Wnt4* is known for regulating differentiation of the embryonic ovary (32) and is highly expressed in small mammalian follicles. In this study, *Wnt4* was found to be expressed in follicles of all sizes in hens. *Wnt4* was more highly expressed in the small yellow follicles than in the 1–2 mm follicles, and in chicken follicles, the expression of *Wnt4* was significantly higher in the GCs than in the TCs, which is in accordance with the results obtained in rats, mice, and humans (33–36). In mice, *Wnt4* was expressed in GCs throughout follicle development (21).

When chicken GCs were treated with the overexpression vector and shRNA of *Wnt4*, the expression levels of *CYP11A1* and *StAR* were greatly altered. Chicken GC differentiation involves the responsiveness of GC layers to FSH, which is measured by their capacity to produce steroids such as *StAR* and progesterone (37). The overexpression of *Wnt4* in mice GCs resulted in the increased expression of *CYP11A1* and *StAR*. *Wnt4*-null mice displayed lower expression levels of *CYP11A1* and *StAR* compared to the controls (20). These results are consistent with ours, suggesting that *Wnt4* likely stimulated GC differentiation. Moreover, under the same conditions, we found that the overexpression of *Wnt4* stimulated the cell proliferation of GCs from both prehierarchical and hierarchical follicles, whereas the knockdown of *Wnt4* expression produced the opposite effect, suggesting that *Wnt4* could stimulate GC proliferation.

Both the viability of chicken prehierarchical follicles and the cell differentiation associated with the selection of a single small yellow follicle per day into the hierarchical follicles depend on FSH and the expression level of *FSHR* in GCs. *FSHR* is expressed in GCs at all stages of prehierarchical follicles, but only one small yellow follicle can express the highest *FSHR* mRNA level, and this follicle will be recruited to become a hierarchical follicle (14). *AMH* is a member of the TGF-β family, and its mRNA expression level declines as the follicle size decreases; it is most abundant in 1–2 mm follicles (11) and significantly decreases during the period of follicle selection (2). Tight junction proteins including *OCLN* are present in GCs. It has been suggested that *OCLN* could regulate access of the yolk to the oocyte surface around the time of follicle selection (12). The expression levels of *FSHR, AMH*, and *OCLN* changed after follicle selection (2, 11, 12). We speculated that *Wnt4* could participate in follicle selection by regulating the expression levels of these genes. In the present study, *Wnt4* increased the expression level of *FSHR*, but decreased the mRNA levels of *AMH* and *OCLN*. Furthermore, when the expression level of *Wnt4* declined, the expression of these genes increased. The effects of *Wnt4* on the expression of *FSHR, AMH*, and *OCLN* suggest that *Wnt4* plays a role in follicle selection in hens.

Evidence suggests that the expression of Wnt family genes is hormonally regulated in rodent and bovine ovaries. In rodent ovaries, *Wnt4* expression is detected in response to human chorionic gonadotropin (21), and in bovine GCs, upregulation of *Wnt2* mRNA expression was elevated when treated with FSH (38). During the period of chicken follicle selection, the small yellow follicle expressing the highest *FSHR* level acquires optimal responsiveness to FSH (1). As for the regulation of Wnt4 expression by FSH in chicken follicles, we found that *Wnt4* expression is elevated in GCs following FSH stimulation. We further analyzed the combinatorial effect of *Wnt4* and FSH on chicken prehierarchical and hierarchical follicles. In the GCs of hierarchical follicles, *Wnt4* can strengthen the influence of FSH; however, in prehierarchical follicles, *Wnt4* has an inhibitory effect on the function of FSH. Several studies have suggested that FSH and Wnt signaling pathways may work together to influence steroid production in the postnatal ovary, as in the case of humans, rats, and cows (39–41). Johnson supposed that the responsiveness to FSH was suppressed in prehierarchical follicles, but in hierarchical follicles, some signals are activated, the follicles become responsive to FSH (1), and the responsiveness to FSH is initiated by increasing cAMP production in GCs (3). In the GCs of prehierarchical follicles, there may exist an inhibitory or non-activated signal, and the GCs cannot respond to FSH (1). The difference in the effect of *Wnt4* on the action of FSH may suggest an interaction of Wnt4 signaling and FSH signaling in hierarchical follicles, but in prehierarchical follicles, as the small yellow follicle is not selected and GCs are not responsive to FSH, the action of FSH is not further strengthened. Similarly, during bovine dominant follicle selection, Wnt signaling was able to potentiate the action of FSH (42). Based on this result, we suppose that during follicle selection, along with the increased expression of *FSHR*, one small yellow follicle expresses more *Wnt4*, and the *Wnt4* subsequently stimulates the expression of *FSHR* to enhance the action of FSH signaling, and as such the *Wnt4* and FSH pathways act in combination during the development of the follicle from the prehierarchical stage to the hierarchical stage.

In conclusion, transcriptome analysis of single small yellow follicles expressing different levels of *FSHR* mRNA revealed a role of *Wnt4* in chicken follicle selection. The expression of *Wnt4* was significantly increased in small yellow follicles, and was higher in GCs than in TCs. *Wnt4* could increase the expression of *StAR, CYP11A1*, and *FSHR* mRNA in the GCs of prehierarchical and hierarchical follicles and promote GC proliferation. *Wnt4* decreased the expression of *AMH* and *OCLN*, and its expression was stimulated by FSH. The interaction of *Wnt4* and FSH signaling was strengthened from the prehierarchical to hierarchical follicles during the process of follicle selection. This study revealed for the first time that *Wnt4* stimulates follicle selection by enhancing *FSHR* expression and GC proliferation and steroidogenesis.

## Ethics Statement

All of the animal experiments were approved by the Institutional Animal Care and Use Ethics Committee of Shandong Agricultural University and performed in accordance with the “Guidelines for Experimental Animals” of the Ministry of Science and Technology of China.

## Author Contributions

YW and YJ contributed to the overall design of the manuscript. YW collected data. QC, ZL, XG, MG, ZY, and YD have contributed by sampling. YW, YJ, YS, and LK have participated in manuscript writing and revision. All authors approved the final version of the manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Supplementary Material

Table S1 Primers used in this study

Table S2 The target sequences of shRNA expression vectors

Table S3 Raw data of RNA-seq analysis

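Table S4 lists the genes that the paper calls different within each hen. All of the 561 genes that it gives as upregulated in T4 were found in the deposited table by their number. In hen 1, 560 of them had a log2 ratio above 0 and 514 were at least 2-fold higher, on the same follicles that the table was made from. In hen 2, 424 of them (75.6%) were above 0 and 57 were at least 2-fold higher, with a median log2 ratio of 0.27. In hen 3, 438 of them (78.1%) were above 0 and 115 were at least 2-fold higher, with a median log2 ratio of 0.45. Of the named genes lower in T4, 112 in all, 26 were also lower in T5 and 69 in T6.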

Table S4 The differentially expressed genes in six follicles

Table S5 Genes involved in protein–protein interaction network analysis

Table S6 KEGG pathways of differentially expressed genes

Table S7 Gene ontological classification of differentially expressed genes

# Supplementary material for: Transcriptome Analysis on Single Small Yellow Follicles Reveals That Wnt4 Is Involved in Chicken Follicle Selection
**Source:** Front Endocrinol (Lausanne). 2017 Nov 15;8:317. doi: 10.3389/fendo.2017.00317
**Supplement:** Table S1 — Primers used in this study

TABLE S1 The primers used in the experiments

| Experiments | Gene Symbol | Accession Number (GenBank) | Primer Sequence | Product Size |
| --- | --- | --- | --- | --- |
| Real-time PCR | *WNT4* | NM_204783.1 | Forward: 5’ CCTGTCTTTGGCAAGGTGG  Reverse:5’ CATAGGCAATGTTATCGGAGC | 199bp |
|  | *FSHR* | NM_205079.1 | Forward: 5’ TTCCAGCCTTCCCAAACTA  Reverse:5’ GCCGTAGAATCACACTTTCAG | 258bp |
|  | *STAR* | NM_204686 | Forward: 5’ TGCCTGAGCAGCAGGGATTTATCA  Reverse:5’ TGGTTGATGATGGTCTTTGGCAGC | 149bp |
|  | *CYP11A* | NM_001001756 | Forward: 5’ ACTTCAAGGGACTGAGCTTTGGGT  Reverse:5’ AGTTCTCCAGGATGTGCATGAGGA | 103bp |
|  | *PPARG* | NM_001001460.1 | Forward: 5’ TCCTTCCCGCTGACCAAA  Reverse:5’ TCCTGCACTGCCTCCACA | 212bp |
|  | *PTHLH* | NM_001174106 | Forward: 5’ AGAGGAACTGCGACGAACA  Reverse:5’ GGATTGATTTGCCCTTGTC | 215bp |
|  | *SMAD2* | XM_001232180.4 | Forward: 5’ TGAGCTTGAGAAGGCCATTA  Reverse:5’ GCGCCACAGACGACAGTAGA | 223bp |
|  | *FZD1* | NM_001030337.1 | Forward: 5’ CCTGTTCATCGGCACCTCAT  Reverse:5’ GCTCTTACAGCTCTGCGTGA | 235bp |
|  | *AXIN2* | NM_204491.1 | Forward: 5’ AAAACGCTGAGGGTTACGG  Reverse:5’ ATCCCATCTACACTGCTGTCTGTC | 209bp |
|  | *WNT5A* | NM_204887.1 | Forward: 5’ TGCCAGTTGTATCAGGACCAT  Reverse:5’ AGGTGAACGCCGTCTCCC | 169bp |
|  | *WNT9A* | NM_204981.2 | Forward: 5’ CAGTACCAGTTTCGCTTTGAGC  Reverse:5’ CACCACAGCCACCCCACT | 229bp |
|  | *WIF1* | NM_001199607.2 | Forward: 5’ TCAGTGGTTCAGGTTGGGTT  Reverse:5’ TCCTGGACACTCCGCTTG | 159bp |
|  | *ACTB* | K02173.1 | Forward: 5’ TGGATGATGATATTGCTGC  Reverse:5’ ATCTTCTCCATATCATCCC | 253bp |
| Overexpression | *WNT4* | NM_204783.1 | Forward: 5’ CCCAAGCTTGCTGACAGTCGGGCTGG  Reverse:5’ CGCGGATCCGCAGCGTCTGGGTCGTT | 1317bp |

# Supplementary material for: Transcriptome Analysis on Single Small Yellow Follicles Reveals That Wnt4 Is Involved in Chicken Follicle Selection
**Source:** Front Endocrinol (Lausanne). 2017 Nov 15;8:317. doi: 10.3389/fendo.2017.00317
**Supplement:** Table S2 — The target sequences of shRNA expression vectors

TABLE S2 The target sequences of shRNA expression vectors

| Vectors | Target sequences | Target sites |
| --- | --- | --- |
| pGPU6/GFP/Neo-WNT4-gallus-475 | GTCTTTGGCAAGGTGGTAACA | WNT4-gallus-mRNA-475 |
| pGPU6/GFP/Neo-WNT4-gallus-650 | GCTCCGATAACATTGCCTATG | WNT4-gallus-mRNA-650 |
| pGPU6/GFP/Neo-WNT4-gallus-1155 | GGAAAGGTGCAGCTGCAAATT | WNT4-gallus-mRNA-1155 |
| pGPU6/GFP/Neo-WNT4-gallus-1184 | GCTGCTCTGTCAAGTGCAAAC | WNT4-gallus-mRNA-1184 |
| pGPU6/GFP/Neo-WNT4-gallus-NC | GTTCTCCGAACGTGTCACGT |  |

How the deposited data were processed for this re-analysis (not part of the article)

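RNA of 6 single small yellow follicles (6 to 8 mm) from 3 hens of 30 weeks was sequenced by the authors, with 1 library per follicle. The authors deposited 1 table for all follicles, with an FPKM value and a normalized count per gene. FPKM was computed by the authors from the mapped fragments of each library, per kilobase of transcript and scaled to the fragments of the library; the submitters' processing notes name Bowtie 0.12.2 and Cufflinks, and the build is not given without conflict in the sources used here. The normalized count, a signal that the authors deposited beside FPKM, is the estimated number of fragments of a gene divided by 1 factor per library. Of the low normalized counts, 88.3% to 88.6% per library were whole multiples of a common step within 0.02, and the total divided by that step gives the 12554841 to 13934430 fragments per follicle. The rest are fractions, so no count model was used. The deposited table also holds transcript lengths, and 1 further column of values per sample that was not used here. No batch, lane or date is given in the sources used here. The depth varied little between follicles.

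T4, T5 and T6 were grouped as the follicles with the higher *FSHR* level, as the paper's qRT-PCR gives them. The 2 follicles of a pair come from 1 hen by the paper, so the hen was a block in the model. The deviations from the group means correlated within hens at 0.43, 0.18 and 0.53. Between hens they correlated at -0.46 to 0.18. The highest of these, of T4 with T2, was about that of the pair of hen 2, so hen 2 does not show a hen effect. The comparison over hens used limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with trend and robust) on log2(FPKM + 0.5), over 12381 genes with at least 1 FPKM in at least 3 follicles, with Benjamini-Hochberg adjustment and a limit of 0.05. Within a hen, genes with at least 1 FPKM in 1 of the 2 follicles were counted at a fold of at least 2, with no test. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the rest. The fit was tested on simulated data with 200 of 12381 genes changed in the 3 pairs: 0% of genes changed 2-fold were called, 49% of those changed 4-fold and 71.5% of those changed 8-fold, with 0, 1 and 4 unchanged genes called. Here each gene had its own spread from the fit of the 3 pairs. For the 2 pairs without hen 1, spreads were drawn instead from the prior that limma estimated without robust. On such data 39%, 96.5% and 99.5% of the changed genes were called, with 9, 20 and 11 unchanged genes. These data were made to follow limma's own model, so the shares cannot be compared with those of 3 pairs. They do not bear on the calls made without hen 1 in the real data.

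Gene names came from Table S4, whose T1 vs. T4 part gives a KEGG entry or a description with each gene number. Of 306 chicken entries, 299 matched a symbol of the reference table of chicken genes; 7 names were set aside because the description names another protein, 5 because 2 numbers carry them and 3 because the chromosome differs. Of the 360 names, 79 rest on the description alone. The genes named in the text were chosen by a rule: those in the paper's results and in Tables 2 and 4, with *StAR*, *CYP11A1*, *AMH*, *OCLN*, *BMP6* and *BMP15*; per hen, the 10 named genes with the largest log2 ratio in each direction at 5 FPKM or more in 1 of the 2 follicles; the 10 named genes per direction with the smallest limma p that went the same way in all hens; and up to 4 members of each list with the largest mean log2 ratio. The rule gave 79 genes, and values in Tables 2, 4 and S4 had been read when it was written. *StAR*, *CYP11A1*, *AMH*, *OCLN*, *BMP6* and *BMP15* were not analysed here, because no gene number could be tied to them. Of 432 genes on 21 fixed lists, 51 were matched; no member was matched for red blood cells, cell cycle, apoptosis and atresia, tight junctions and yolk uptake, immediate early and stress response, and reference genes. The planned set tests (camera, fry and percentiles among random lists) were void and were not run, since fewer than 80% of each list were matched. No value was taken from Table S3, of which only a part was read, and the positions of genes were not converted between builds.

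Alternatives were pseudocounts of 0.1 and 1, a scaling by the median of ratios, no filter and a filter at 5 FPKM, a fold of 4, no block, each hen left out, eBayes without trend or robust, and the paper's limits of fold 2 and 0.01. Normalized counts in place of FPKM, and eBayes without robust or without trend or robust for the fit without hen 1, were added after the data were seen.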

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

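The tests of explanations in this part were chosen after the results had been seen. *Wnt4* was lower in T5 than in T2, with a log2 ratio of -0.67, while it was higher in the follicle with more *FSHR* in hens 1 and 3. Table 2 of the paper gives the same directions by RNA-seq and by qRT-PCR. The difference between hens was not tested.

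Of the genes at least 2-fold higher in all 3 pairs, 4 were at least 4-fold higher and are not discussed in the paper: *TMEM72* with a mean log2 ratio of 4.88, *INHA* with 4.55, *TH* with 4.27 and *SLC5A7* with 3.11. With any 1 hen turned round, the genes at least 2-fold apart in the same direction in all hens fell from 40 to 14 or fewer. The fall lay in the higher genes, from 34 to 7 or fewer, while the 6 lower genes became 1, 5 and 7. However, 3 hens give only 4 patterns of direction. Genes that vary together between any 2 follicles, with no direction common to hens, therefore cannot be told apart from a common direction. A larger share of granulosa cells would raise their markers alike, but the 4 matched markers moved apart in hens 2 and 3: the log2 ratios were 2.44 and 6.23 for *INHA* and 0.51 and 0.98 for *FSHR*, and the highest of *FST* and *GATA4* was -0.017, which argues against such a share as the whole cause and leaves it open as a part. Fragments shared between *INHA* and its neighbours on the chromosome were not tested, and a biological explanation, such as the stage of the follicle on the way to selection, stays open as untested.

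In T4 against T1, 1092 genes with a mean of at least 5 FPKM were at least 2-fold lower, with medians of -1.63 in hen 1, 0.20 in hen 2 and near 0 in hen 3; against the mean of the 4 follicles of hens 2 and 3, their median was -1.82 in T4 and -0.15 in T1. The median of all genes tested was 0.0032 in hen 1, which argues against the authors' scaling. A difference in proportion to the RNA-seq log2 ratio of *FSHR* would give -0.83 in hen 3, where the median was -0.059. In proportion to the paper's qRT-PCR of *FSHR* it would be -0.081, which the -0.059 cannot exclude. Either rule would give a fall in hen 2, where 22.0% of these genes were below 0. The qRT-PCR log2 ratio there was small against its error, 0.30 with an SEM of 0.17. A smaller share of 1 tissue compartment in T4, such as the theca, may lower its genes by a common factor. In another set, the 5022 genes with a mean of at least 20 FPKM, 99 lay between -2 and -1.75 in hen 1. That is more than the 61 and 74 in the next steps toward 0. A smaller compartment cannot be told apart from a fall of these genes within the cells, because T4 is a single follicle and most of the genes have no name here. T4 is also the only follicle with a high *FSHR* level by the paper's qRT-PCR, 5.75, so that a biological explanation tied to that level stays open as well.

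*FZD1* was at 0.00897 FPKM in T1, far below the other 5 follicles. A lower level of *FZD1* mRNA in T1 is argued against by the paper's qRT-PCR, whose log2 ratio of T4 to T1 was 0.17. Fragments of *FZD1* may have been lost from the estimate in T1: apart from *FZD1* itself, 0 genes were near 0 in T1 alone (under 0.05 FPKM, with 5 FPKM or more in the other follicles), and 1 gene was so in each of T2, T4, T5 and T6 and 0 in T3, too few to decide. *FZD7*, like *FZD1* a receptor of Wnt ligands, was at 0.0101 FPKM in T2 and listed at 0 in T5.

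The 6 follicles can be split into 2 groups of 3 in 10 ways, too few for a share under 0.05, and in the real split limma called 0 genes (708 at an unadjusted p under 0.05). The highest other count was 935 genes, in a pair of splits that part the follicles of hen 1 and keep those of the other hens together, so that it reflects how far T4 lay from T1. The other 3 splits that part the follicles of every hen gave 0 genes, with 128, 426 and 507 at an unadjusted p under 0.05.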

How the results depend on the processing

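The fits with normalized counts and the variants of eBayes without hen 1 were chosen after the data were seen, as were the counts of genes shared by all hens. Across the 3 hens limma called 0 genes under every alternative that kept all of them, 435 to 885 genes having an unadjusted p under 0.05, and the fit with no replicate block, with 0 genes, changed no call. With 1 hen left out it called 0 to 476 genes, the latter without hen 1; without robust the count was 96, and without trend or robust 6. The mean log2 ratio of *FSHR* ranged from 0.74 to 1.45 with 1 hen left out. Genes on the fixed lists past limma ranged from 0 to 10 with 1 hen left out, and were 5 without hen 1 and without robust. At a fold of 4, 456, 84 and 153 genes differed in hens 1, 2 and 3, and with a filter at 5 FPKM, 270 and 518 in hens 2 and 3, which is fewer by construction. The 6 genes lower in all hens became 15 with a pseudocount of 0.1, 3 with 1, 13 with normalized counts and 2 with a filter at 5 FPKM; the cause was not tested. The 34 genes higher in all hens were 24 to 40 under the same settings. For the named genes, 19 of 948 ratios within a hen moved by more than 1 SD of the 3 hens, and 19 changed sign. Of 256 values over the hens, 235 kept direction and side of the limit, 21 passed it, all of them in fits without hen 1, and 0 reversed. Set tests on the lists were not run. Depth was similar in all follicles, and values near 1 FPKM rest on few fragments.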

Differences from the paper's values

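All comparisons in this part use the measures and alternatives set before the data were examined, except where stated; within a hen the alternatives were pseudocounts of 0.1 and 1 and a scaling by the median of ratios, and for counts also the filters and a fold of 4. The paper's counts required fold 2 and an FDR under 0.01, and those here fold 2 alone. In T5 against T2, the paper gives 289 differentially expressed genes, 104 upregulated and 185 downregulated, and the counts here were 601, 184 and 417. In T6 against T3, the paper gives 590 genes with 365 downregulated, and the counts here were 891 and 560. With a pseudocount of 1 or a filter at 5 FPKM these counts lay within 1.5 times the paper's, and with a pseudocount of 0.1, the scaling, no filter or a fold of 4 they did not.

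The paper's depth is in raw reads and that here in estimated fragments on genes, which are different quantities: 45386126 in the paper and 13765652 here for T1, 44094300 and 12554841 for T2, 43484988 and 13439195 for T3, 44143998 and 13365437 for T4, 43809214 and 12603094 for T5, and 42730428 and 13934430 for T6. No alternative was set for depth.

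The paper's qRT-PCR values in Table 2 are log2 ratios with an SEM, and the following differ from the RNA-seq ratios here by more than that error. For *PPARG* in T4, the paper gives 2.78, and the ratio here was 2.47. For *PTHLH* it gives 3.07 in T4 and 1.68 in T6, against 2.35 and 1.30. For *SMAD2* it gives 2.71 in T4 and 0.70 in T5, against 2.87 and 1.25. For *Wnt4* it gives -1.05 in T5 and 1.32 in T6, against -0.67 and 1.99. For *FSHR* it gives 2.41, 0.30 and 0.12 in T4, T5 and T6, against 1.92, 0.51 and 0.98. For *FZD1* it gives 0.06 and -0.08 in T5 and T6, against 0.89 and 1.17, and 0.17 in T4, where the 5.08 here is set by the pseudocount and the bound is at least 141-fold higher. For *WIF1* it gives 0.88, -0.35 and -0.76, against 1.24, -0.18 and -0.018. None of these alternatives brought any of the ratios within the paper's error. Normalized counts in place of FPKM, chosen after seeing the values, gave 2.56 for *PPARG* in T4 and 1.67 for *PTHLH* in T6, within that error. *PTHLH* in T5, at 0.92 (SEM 0.13) in the paper's qRT-PCR, moved out of it, from 0.80 to 1.10. *FSHR* in T5, at 0.68, and *Wnt4* in T6, at 2.11, moved further away. None of the paper's 561 upregulated genes of T4 was dropped, since 561 of 561 were then at least 2-fold higher.

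Of the paper's RNA-seq values, *WIF1* in T4 is -2.64 in Table 2, and the ratio here was 1.24, a difference that none of the alternatives removed. The paper's Table S4 gives -2.64 for gene3236, described there as *WIF1* by similarity to a frog protein and as another protein with EGF-like repeats, while *WIF1* here is gene410, which carries the KEGG entry; gene3236, looked up after the values were seen, had log2 ratios of -2.42, -0.46 and -0.45 here. Table 4 itself gives *WIF1* as upregulated. For *FZD1* in T4 the paper gives 7.92, and the ratio here is no more than a bound, because *FZD1* had under 1 estimated fragment in T1: it was 4.13, 5.08 and 7.27 with pseudocounts of 1, 0.5 and 0.1, and 9.11 with normalized counts, a setting chosen after seeing the values, so that no difference is shown. *FZD7* in T4 is -3.27 in Table 4 (-3.265319335 as printed) and was -2.45 here, a difference that was absent with a pseudocount of 0.1 and present with the others; with normalized counts, chosen after seeing the values, *FZD7* was at -3.38, close to the paper's value.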

Other observations

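Of the 14 genes of neurons and Schwann cells on a fixed list, 3 were matched: *TH* was at least 2-fold higher in all hens, the RNA-binding protein *ELAVL4* had log2 ratios of 3.09, -0.05 and 2.51, and *SOX10* had log2 ratios of -2.01, -0.46 and -0.32. Adjusted over the list alone, 2 of them passed limma. The 2 matched genes of the oocyte list, *ZP3* and *ZPD*, which granulosa cells of birds also make, had log2 ratios of 2.49 and 3.48 in hen 1, 1.03 and 1.21 in hen 2 and 1.07 and 2.49 in hen 3, and both passed limma adjusted over the list alone. *CARTPT* had a mean log2 ratio of 2.67 (standard error from limma 0.39, SD over hens 1.04). *FABP5* had one of 1.95 (standard error from limma 0.22, SD over hens 0.39).

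Of the leukocyte list, 2 of 20 genes were matched. *MPEG1* had log2 ratios of -2.25, -0.83 and -1.22, with a mean of -1.43 (standard error 0.32, n = 3 hens, adjusted p = 0.774, limma), and *CD4* had log2 ratios of -1.24, 0.24 and -0.27; 1 passed limma adjusted over the list alone. Of genes of hypoxia and angiogenesis, *PFKFB3*, which drives glycolysis, had log2 ratios of 2.99, 0.47 and 1.90 and *VEGFA* of 1.34, -0.01 and 0.46, with 1 of the 2 passing over the list alone. *NR5A1*, the 1 matched gene of 16 for steroid hormone synthesis, had log2 ratios of 1.55, 0.11 and 1.29; *FDFT1*, the matched gene of cholesterol synthesis, had log2 ratios of 0.02, -0.48 and 0.21. Of FSH and cAMP signaling, *ADCY3* had log2 ratios of 1.44, 0.26 and -0.25. *PDE11A* lay under 1.3 FPKM in every follicle and was left out of limma by the filter. Of the 3 matched genes, only *FSHR* passed over the list alone. The follicles were grouped by *FSHR*, so this is not independent evidence. None of these genes passed limma over all genes, 708 of which had an unadjusted p under 0.05, and all were named through hen 1.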
